# Histone H2B ubiquitination mediated chromatin relaxation is essential for the induction of somatic cell reprogramming

**DOI:** 10.1111/cpr.13080

**Published:** 2021-06-22

**Authors:** Liying Wang, Zhiliang Xu, Libin Wang, Chao Liu, Huafang Wei, Ruidan Zhang, Yinghong Chen, Lina Wang, Wenwen Liu, Sai Xiao, Wei Li, Wei Li

**Keywords:** cell reprogramming, chromatin relaxation, histone H2B ubiquitination, histone modification

## Abstract

**Objectives:**

Cell reprogramming has significant impacts on their potential application in regenerative medicine. Chromatin remodelling plays a very important role in cell reprogramming, but its underlying mechanism remains poorly understood.

**Materials and methods:**

RNA‐seq, quantitative RT‐PCR and western blot analysis were applied to study the role of RNF20 and H2B ubiquitination during mouse somatic cell reprogramming. Chromatin structure and the recruitment of transcription factors were analysed by ChIP‐seq, micrococcal nuclease sensitivity assays and immunofluorescence staining.

**Results:**

We show that RNF20 is highly expressed at the early stage of reprogramming along with the accumulation of H2B ubiquitination at the same stage, and *Rnf20* knockout results in the failure of reprogramming at the initial stage but not the maturation and stabilization stages. RNA‐seq showed that *Rnf20* knockout mainly affects the early stage of cell reprogramming by impairing the transcription of MET‐related genes and early pluripotency genes. Importantly, *Rnf20* knockout results in a more compacted chromosomes structure in reprogrammable cells, suppressing the recruitment of reprogramming transcription factors to their proper locations on the chromosomes, and finally resulting in the failure of pluripotent gene network establishment.

**Conclusions:**

Histone H2B ubiquitination mediated chromatin relaxation is essential for the induction of somatic cell reprogramming.

## 1 INTRODUCTION

Somatic cell reprogramming is essential to regenerative medicine, and reprogramming of somatic cells into induced pluripotent stem cells (iPSCs) can be achieved by the expression of only four transcription factors (TFs), OCT4, SOX2, KLF4 and c‐MYC (collectively termed OSKM).^1^ This process can be divided into three phases termed initiation, maturation and stabilization.^2^ At the early phase, many physiological events such as RNA processing, cell cycle, DNA repair and mesenchymal‐to‐epithelial transition (MET) are strongly induced. The reprogrammable cells will then enter a maturation phase, in which cells undergo a stochastic activation of pluripotency markers. In the late phase, the reprogrammable cells eventually activate the core pluripotency circuitry, complete epigenetic resetting and stabilize into the pluripotent state.^3^, ^4^ Chromatin is dynamically remodelled during cell reprogramming, in which chromatin states shift from open to closed and then again from closed to open.^5^ Chromatin in pluripotent stem cells and iPSCs is less condensed and the ratio between heterochromatin and euchromatin is lower than that in differentiating cells. Reacquiring and maintaining a globally open chromatin state that is accessible for transcriptional activation during reprogramming is very important to the success of cell reprogramming.^6^ However, the mechanisms underlying chromatin remodelling of cell reprogramming are very complex and still need further investigation.

The process of reprogramming somatic cells into induced pluripotent stem cells needs global epigenetic remodelling.^1^ Epigenetic modification has been proven to play key roles during cell reprogramming.^7^ Short hairpin RNAs (shRNAs) screening showed that some chromatin‐modifying enzymes could inhibit or facilitate the reprogramming.^8^ And H3K9 methylation has been identified as a barrier of reprogramming, its removal results in fully reprogrammed iPSCs.^9^ Knockdown of histone deacetylase 2 (HDAC2) promotes the maturation of iPSCs by facilitating TET1 binding and DNA demethylation at the promoters of iPSCs maturation‐related genes.^10^ Ubiquitination is capable of conjugating to a variety of substrates by ubiquitin, including monoubiquitination and polyubiquitination. Monoubiquitination mainly contributes to gene expression and receptor endocytosis. Polyubiquitin chains linked through different lysine residues are involved in protein degradation and signal transduction.^11^, ^12^ Despite recent progress of the functional role of histone modifications and chromatin remodellers, little is known about the role of histone H2B lysine (K) 120 monoubiquitination (H2Bub) in cell reprogramming. As one of the important post‐translational modifications, H2Bub plays vital roles in differentiation,^13^, ^14^ transcription initiation and elongation,^15^, ^16^ meiotic recombination^17^ and other fundamental physiological processes. Fierz B et al found that H2Bub impairs fibre folding and leads to an open and biochemically accessible chromatin conformation.^18^ Two RING finger proteins RNF20 and RNF40 have been identified as the E3 ligase for H2Bub in mammalian cells.^19^ Our previous studies showed that RNF20‐mediated H2Bub regulates meiotic recombination by promoting chromatin relaxation.^17^ Early study found that knockdown of RNF40 increases reprogramming efficiency during human cellular reprogramming,^20^ while recent studies revealed that RNF40 is required for mouse somatic cell reprogramming.^21^ The mechanisms underlying H2Bub mediated somatic cell reprogramming remained unclear. These studies make us think about whether H2Bub takes part in cell reprogramming by promoting chromatin remodelling.

Here, we show that RNF20‐mediated H2Bub is essential for the induction of somatic cell reprogramming by promoting chromatin relaxation. Western blots showed that RNF20 and H2Bub are highly expressed in the early stage of cell reprogramming. We generated iPSCs from *T‐Cre‐Rnf20^Flox/Flox^* MEF cells by infecting viral OSKM vectors. Once *Rnf20* was knocked out, somatic cells could not be reprogrammed to induced pluripotent stem cells. RNA‐seq showed that *Rnf20* knockout mainly affects the early stage of cell reprogramming by impairing the transcription of MET‐related genes and early pluripotency genes. Immunofluorescence and MNase assay revealed that *Rnf20* knockout affects chromatin relaxation and prevents the recruitment of SOX2 to the proper positions on the chromatin, which was further confirmed by ChIP‐seq. Taken together, our findings demonstrate that RNF20‐mediated H2B ubiquitination regulates cell reprogramming by promoting chromatin relaxation, which provides important novel mechanistic insights into the chromatin remodelling of reprogrammable cells.

## 2 MATERIALS AND METHODS

### 2.1 Mice

The *Rnf20^Flox/Flox^* mouse strain was constructed as described previously.^17^ *Rnf20^Flox/Flox^*; *Tamoxifen‐cre* mice were bred from *Rnf20^Flox/Flox^* mice and *Tamoxifen‐cre* mice^22^ were purchased from Jackson laboratory (004682). *Tamoxifen‐cre* is a ubiquitously expressed and tamoxifen‐inducible Cre recombinase. The conditional RNF20 knockout in *T‐Rnf20^Flox/Flox^* MEF cells was obtained by culturing the cells in the presence of 4‐OH tamoxifen during 3 continuous days. All animal experiments were approved by the Animal Research Panel of the Committee on Research Practice of the University of Chinese Academy of Sciences.

### 2.2 Cell culture

MEF cells used for the generation of iPS cells were cultured with DMEM (Invitrogen, 10569‐010) plus 10% FBS (Invitrogen, 10099141) before retroviral infection. For iPS derivation, DMEM/F12 (Invitrogen, 11330‐032) and 20% knockout serum (Invitrogen, 10828‐028) was used instead of DMEM with 15% FBS. Plat‐E cells were cultured with DMEM plus 10% FBS, 1%penicillin–streptomycin (100×) (Invitrogen, 15140‐122), 0.001 mg/ml puromycin (Merck, 540222) and 0.01 mg/ml blasticidins hydrochloride (Invitrogen, R210‐01). iPS cells were cultured on mitomycin‐C (Sigma, M0503) treated MEF cells with DMEM plus 15% FBS, 1000  U ml‐1 LIF (Millipore, ESG1107), 2 mmol/L glutamine (Sigma, G8540), 1 mmol/L sodium pyruvate (Sigma, L7900), 0.1 mmol/L β‐mercaptoethanol (Sigma, M7522) and 0.1 mmol/L non‐essential amino acids (Invitrogen, 11140‐050).

### 2.3 Reprogramming experiments

Reprogramming experiments followed the previously published protocol.^23^ The four retroviral vectors (pMXs‐OCT4, SOX2, C‐MYC and KLF4) were introduced into plat‐E cells using lipofectamine 2000 transfection reagent (Thermo Fisher, 11668019) according to manufacturer's recommendations. After overnight transduction, the medium was replaced. Another 24 hours later, the virus‐containing supernatants were collected and filtered through a 0.45 mm cellulose acetate filter (Millipore, SLHV033RS), supplemented with 4 μg/ml polybrene (Millipore, TR‐1003‐G). MEF cells (seeded at 2 × 10^5^ cells per 10 cm culture dish) were incubated with virus‐containing supernatants for 48 hours with medium change at 24 hours before replacement with regular media. Two days after infection, the infected MEF cells were replaced with 2.5 × 10^4^ cells per 35 mm dish on mitomycin‐C‐treated MEF feeder layers.

### 2.4 Generation of *Rnf20^−/−^* MEF and reprogrammable cells

*Rnf20^Flox/Flox^*; *Tamoxifen‐cre* female mice showed plugs and were pregnant on day 12.5. They were killed and the embryos were isolated as previously described.^24^ For the knockout of RNF20 in the MEF and reprogrammable cells, 4‐OH tamoxifen (Sigma‐Aldrich, H7904) was added to the medium at a final concentration of 0.1 mmol/L to induce the gene knockout for at least 3 days. Cells were incubated in 37°C with 5% CO_2_ in air.

### 2.5 Immunoblotting

Cell extracts were prepared in cold RIPA buffer (25 mmol/L Tris‐HCl, pH 7.6, 150 mmol/L NaCl, 1% Nonidet P‐40 (Sigma, 74 385), 1% sodium deoxycholate (Amresco, D0613), 0.1% sodium dodecyl sulphate (Amresco, 0227) and supplemented with 1 mmol/L phenylmethylsulfonyl fluoride (Amresco, M145) and a protein inhibitor cocktail (Roche Diagnostics, 04693132001). After transient sonication, the cell lysate was incubated on ice for 30 minutes. The samples were centrifuged at 12 000 rpm for 15 minutes to pellet the cell debris, and the supernatant was transferred to a new tube for further analysis. The protein lysates were separated by SDS‐PAGE and electro‐transferred onto a nitrocellulose membrane. The membrane was incubated with corresponding primary antibodies. Primary antibodies included anti‐RNF20 (Proteintech, 21625‐1‐AP, 1:1000), anti‐H2Bub (Cell Signaling Technology, 5546s, 1:1000), anti‐GAPDH (Bo Ao Rui Jing,ab1019t, 1:1000), anti‐Actin (Abmart, M20011, 1:1000), anti‐SOX2 (Santa Claus, sc365823X, 1:1000), anti‐H3 (Proteintech, 17168‐1‐AP, 1:1000) and anti‐H3K9me2 (EASYBIO, BE3283, 1:1000). The next day, the proteins on the membrane were hybridized with Alexa Fluor 680‐conjugated goat anti‐mouse or Alexa Fluor 800‐conjugated goat anti‐rabbit secondary antibodies and scanned using the ODYSSEY Sa Infrared Imaging System (LI‐COR biosciences).

### 2.6 Immunofluorescence and AP staining

Samples were fixed with 4% paraformaldehyde (Solarbio, P1110) for 15 minutes and washed in PBS three times (pH 7.4). Then, the cells were treated with 0.5% Triton X‐100 for 10 minutes and washed in PBS three times. After blocking with 5% bovine serum albumin for 60 minutes, the slides were incubated with a primary antibody in 1% BSA containing 0.3% Triton X‐100 at 4°C overnight. Primary antibodies included anti‐H3K4me2 (EASYBIO, BE3275, 1:200), anti‐H3K4me3 (EASYBIO, BE3276, 1:200), The polyclonal antibody to RNF20 for immunofluorescence was generated in previous studies.^17^ The next day, samples were washed three times with PBS, incubated with FITC‐ or TRITC‐conjugated secondary antibody at a dilution of 1:200 for 1 hours at 37°C. Next, the nuclei were stained with 4',6‐diamidino‐2‐phenylindole (DAPI). Goat anti‐rabbit FITC, goat anti‐mouse FITC, goat anti‐rabbit TRITC and goat anti‐mouse TRITC‐conjugated secondary antibodies, which were purchased from Zhong Shan Jin Qiao. Images were collected immediately using an LSM 780 microscope (Zeiss). An alkaline phosphatase staining kit (Beyotime) was used to detect iPSC colonies according to the manufacturer’ s instructions.

### 2.7 RNA isolation, RT–qPCR

Total RNAs were isolated from reprogrammable cells as previously described.^25^ cDNA was synthesized by the PrimeScriptTM RT Reagent Kit (TaKaRa, RR037A). Real‐time PCR was carried out with a Roche Light Cycler^®^ 480II System, and the results were analysed using the LightCycle480 SW 1.5.1. Table S1 showed the primer sequences used in RT‐qPCR.

### 2.8 Micrococcal nuclease (MNase) sensitivity assay

The assay was performed as previously described.^17^ Briefly, *Rnf20^−/−^* and *Rnf20^+/+^* reprogrammable cells were incubated in a hypotonic buffer (10 mmol/L Hepes, pH 7.9, 10 mmol/L KCl, 1.5 mmol/L MgCl_2_, 0.34 mol/L sucrose, 10% glycerol and 1 mmol/L dithiothreitol (DTT)) supplemented with 0.1% Triton X‐100. After washing in hypotonic buffer without Triton X‐100, the cell nuclei were digested with 4 U MNase in 200 μl reaction buffer (15 mmol/L Tris‐HCl, pH 7.4, 60 mmol/L KCl, 0.25 M sucrose, 1 mmol/L CaCl_2_ and 0.5 mmol/L DTT) at 25°C for the indicated period of time. The reaction was terminated by adding an equal volume of 2 × TNESK buffer (20 mmol/L Tris‐HCl, pH 7.4, 0.2 M NaCl, 2 mmol/L EDTA and 2% SDS) with freshly added proteinase K (0.2 mg/ml). The samples were then incubated 2 hours or overnight at 37°C, and genomic DNA was purified and separated by electrophoresis in a 1.2% agarose gel. The intensity of each lane was quantified using GIS 1D software.

### 2.9 Chromatin immunoprecipitation, library construction

ChIP experiments were performed by using a standard ChIP protocol with modifications. Approximately 1 × 10^6^ cells were crosslinked with 1% formaldehyde for 10 minutes at room temperature. Fixation was stopped by adding Glycine at a final concentration of 125 mmol/L and incubated for 15 minutes at room temperature. The cells were collected by centrifugation for 5 minutes at 500 X *g* and washed twice with ice‐cold PBS. Cells were resuspended in cell lysis buffer (5 mmol/L PIPES, pH 8.0, 85 mmol/L KCl, 0.5% NP‐40 and 1 × protease inhibitor cocktail) and incubated for 10 minutes on ice. The cell nuclei were pelleted at 1000 rpm for 10 minutes at 4°C, and the nuclear pellet was resuspended in nuclei lysis buffer (50 mmol/L Tris‐HCl, pH 8.0, 10 mmol/L EDTA, 1% SDS and 1 × protease inhibitor cocktail) and incubated for 10 minutes on ice. Chromatin DNA was sheared to 250‐600 bp by probe sonicator (SONICS, 630‐0421P) in ultrasonic crusher (Z01121620097228, CP 750W). 5% chromatin fragments were saved as input and the remaining were incubated with magnetic beads conjugated with antibody overnight at 4°C. Beads were sequentially washed four times with high‐salt wash buffer (50 mmol/L HEPES, pH 7.9, 500 mmol/L NaCl, 1 mmol/L EDTA, 0.1% SDS, 1% Triton X‐100, 0.1% deoxycholate and 1 × protease inhibitor cocktail), and two times with TE buffer (10 mmol/L Tris‐HCl, pH 8.0 and 1 mmol/L EDTA). The protein‐chromatin complex was eluted with elution buffer (50 mmol/L Tris‐HCl, pH 8.0, 10 mmol/L EDTA, 1% SDS with 1 μl of proteinase K (20 μg/μl)) for 2 hours at 55°C and de‐crosslinked by incubation overnight at 65°C. The precipitated hybrid fragment was cleaned by phenol:chloroform:isoamyl alcohol once, followed by ethanol precipitation. Sequencing libraries were generated with NEBNext^®^ UltraTM II DNA Library Prep Kit for Illumina (E7645S), according to the manufacturer's instructions. 10 ng of ChIP DNA were used for library preparation. NEBNext Multiplex Oligos for Illumina (Set 1, NEB #E7600) were used for PCR amplification of adaptor‐ligated DNA. Libraries were purified with SPRIselect^®^ Reagent Kit (Beckman Coulter, Inc #B23317). Paired‐end 150 bp sequencing was performed on Illumina NovaSeq 6000 System.

### 2.10 ChIP‐seq data analysis

Data from ChIP ‐Seq experiments were mapped to mm10 genome with Bowtie 2 using default settings, with all duplicates removed by Picard tools (http://broadinstitute.github.io/picard). MACS2 was used to identify peaks with default parameters. Diffbind was used to analyse differences between WT and *Rnf20* knockout reprogrammable cells. For visualization, the aligned reads files (Binary Alignment Map [BAM]) were converted to normalized coverage files (bigWig) using bamCoverage from deepTools. Normalization was performed using bamCoverage from deepTools, with read coverage normalized to 1 × sequencing depth with a re‐normalization by shuffled peaks to eliminate the disturbances from abnormally high‐value regions. Snapshots of the data were constructed using the Integrative Genomics Viewer (IGV). Heatmaps were generated with computeMatrix from deepTools. Metaplots were generated with deepTools. We have provided the detailed information of software used in this study in Table S4, and Table S3 contains the datasets of ChIP‐seq.

### 2.11 RNA‐seq library construction and data processing

Total RNA of WT and *Rnf20* knockout reprogrammable cells at day 3 was harvested using Trizol (Invitrogen). RNA‐seq libraries were prepared with AMPure XP beads mRNA Purification Kit (Beckman) and TruSeq Stranded mRNA Library Prep Kit (Illumina). Sequencing was carried out with Illumina HiSeq 2000. Raw paired‐end sequencing reads were aligned to mouse GRCm38/mm10 reference genome by HISAT2 (2.1.0).^26^ FPKMs (fragments per kilobase of transcript per million mapped reads) were calculated using Cufflinks (v2.1.1). The genes with FPKMs>1, fold changes >2 and FDR<0.01 were identified as the differentially expressed genes. GO analyses were performed using DAVID^27^ and WebGestalt.^28^ Table S2 contains the datasets of RNA‐seq.

### 2.12 MTT assay

Cell viability and cell death under reductive stress or oxidative stress conditions were measured using the 3‐(4,5‐dimethyl‐2‐thiazolyl)‐2, 5‐diphenyltetrazoliumbromide (MTT) assay. Different concentrations of reductive or oxidative stress inducers were added for 24 hours, then MTT (Solarbio, 298‐93‐1) was added and the mixture incubated for 2 hours. DMSO was then added to dissolve the formazan. After 10 minutes the OD was measured at 490 nm.

### 2.13 The generation of whole‐chromosome micronuclei

To generate cells with whole‐chromosome MN, MEF cells were treated with 100 ng ml‐1 nocodazole (Sigma, 31430‐18‐9) for 6 hours. Mitotic cells were collected, washed twice with fresh medium containing 10% FBS, and then plated into medium containing 20% FBS to complete cell division. Cells were then synchronized at G0/G1 by serum starvation for 24 hours, then released into the cell cycle with fresh medium containing 10% FBS and 24 hours later treated with 4 μmol/L dihydrocytochalasin B (Sigma, 39156‐67‐7) for 16 hours to inhibit cytokinesis. Micronuclei were analysed under LSM 780 microscope.

### 2.14 Karyotype analysis

MEF cells were cultured in medium supplemented with colchicine (0.02 mg/ml) to block the cell cycle progression for 3 hours. The metaphase cells were dissociated and collected after washing for three times with PBS. All samples were similarly processed for fixation: cells were pelleted and resuspended in a hypotonic solution of 0.075 M KCL for 20 minutes. Then, the cells were fixed 4 times with 5 ml ice‐cold fixative solution (methanol: acetic acid = 3:1) and collected through centrifugation. Cell pellets were resuspended with 200 μl fixative solution, spread onto the ice‐cold slides for staining. The number and appearance of the chromosomes were analysed under a light microscope after Giemsa staining.

### 2.15 Statistical analyses and reproducibility

Statistical analyses were conducted using GraphPad PRISM version 6.01. All data are presented as the mean ± SEM. The statistical significance of the differences between the mean values for the various genotypes was measured using a Student's *t*‐tests with a paired, 2‐tailed distribution. The data were considered significant when the *P*‐value was less than 0.05 (*), 0.01 (**) or 0.001(***).

## 3 RESULTS

### 3.1 RNF20 is required for cell reprogramming

To assess histone H2B lysine (K) 120 monoubiquitination (hereafter referred to as H2Bub) levels at different stages of cell reprogramming, we collected cells at days 0, 3, 6, 9 and 12 from MEF cells, as described by the Yamanaka group, with viral vectors expressing pMXs‐OCT4, SOX2, KLF4 and C‐MYC. Western blots showed that both H2Bub and its E3 ligase, RNF20, are expressed at all stages of reprogramming, with expression levels peaking at day 3 of reprogramming (Figure 1A). Relative protein level analysis also showed that expression of RNF20 and H2Bub peaked at day 3 of cell reprogramming (Figure 1B). Paralleling the occurrence of three reprogramming phases, reprogramming of somatic cells to iPSCs showed two major waves of gene transcriptional activation during the first 3 days and last 3 days of reprogramming, which were separated by a period of relative quiescence.^3^ The first transcriptional wave ensures activation of proliferation metabolism, cytoskeletal organization and cell remodelling response.^3^, ^29^ The expression pattern of RNF20 and H2Bub may be related to the first gene transcriptional wave during cell reprogramming.

**FIGURE 1:**
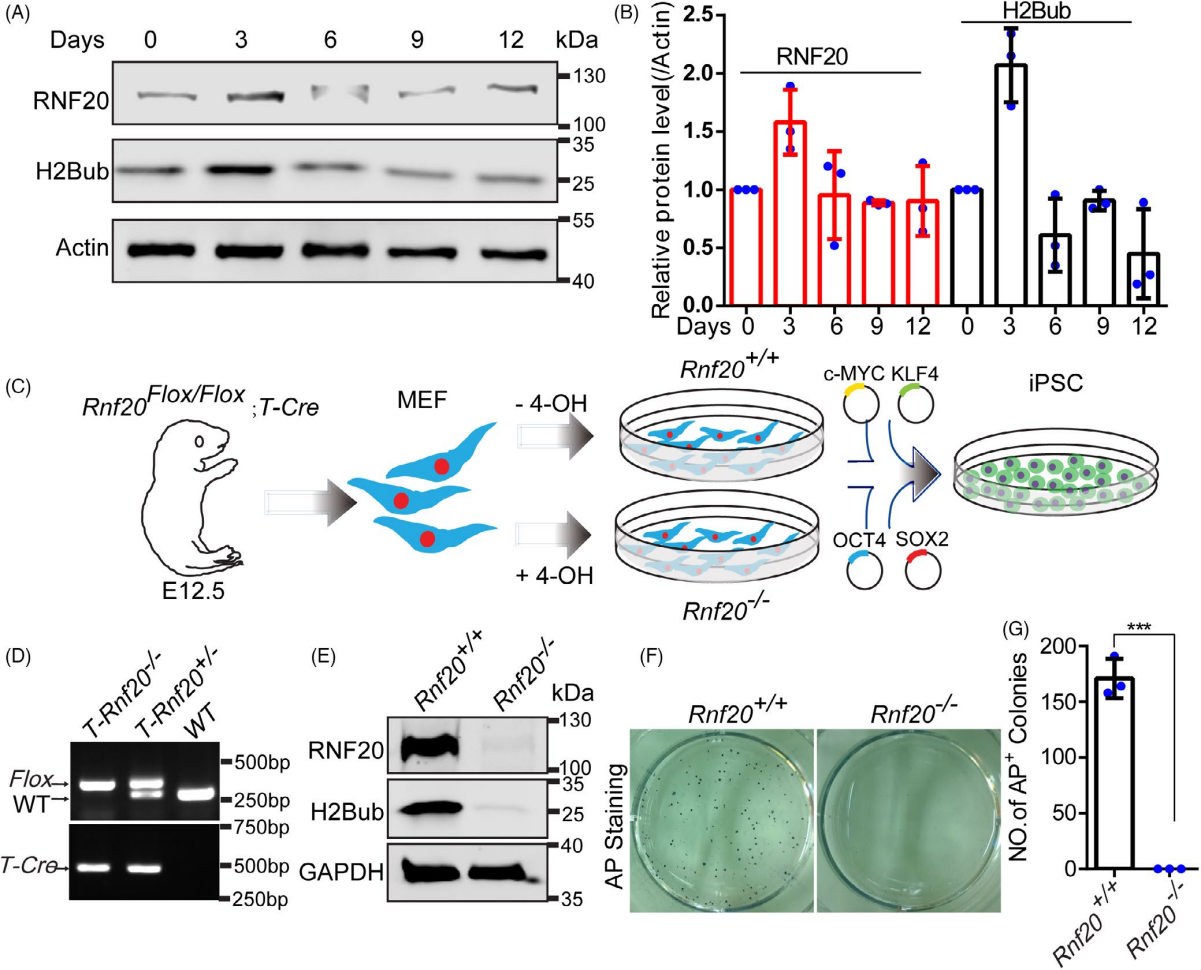
*Rnf20* knockout results in the failure of somatic cell reprogramming. Western blot analysis of the expression pattern of RNF20 and H2Bub during cell reprogramming. Actin served as the loading control. Relative protein levels of RNF20 and H2Bub. (n = 3 independent experiments). Data are presented as mean ± SEM. Schematic depicting the establishment and reprogramming of *Rnf20* knockout MEF cell lines. Representative genotypes of the MEF cell lines. The RNF20 and H2Bub protein levels were reduced in the *T‐Rnf20^−/−^* MEF cell lines by adding 4‐OH tamoxifen for 3 continuous‐days post infection. GAPDH served as the loading control. (F and G) Representative images of AP staining and quantification of AP‐positive colonies in the WT and *Rnf20* knockout reprogrammable cells at day 15. (n = 3 independent experiments). Data are presented as mean ± SEM. ***P < .001

We have generated a *Rnf20^Flox/Flox^* mouse model in which *LoxP* was sequentially inserted into the introns flanking exons 2‐4 of the *Rnf20* gene.^17^ To further investigate the functional role of H2Bub in cell reprogramming, *Rnf20^Flox/Flox^* mice were mated with *T‐Cre* (*Tamoxifen‐cre*) mice to produce *Rnf20^Flox/Flox^*; *T‐Cre* mice (Figure 1D). We then selectively deleted RNF20 in *T‐Rnf20^Flox/Flox^* MEF cells by culturing the cells in the presence of 4‐OH tamoxifen during 3 continuous days pre infection (hereafter referred to as *Rnf20* ^−^^/^^−^). iPSCs were then induced from MEF cells carrying either the *Rnf20^+/+^* or the *Rnf20* ^−^^/^^−^ gene and infected with viral OSKM vectors (Figure 1C). Western blot results confirmed that RNF20 was depleted and the expression of H2Bub was dramatically decreased in *Rnf20* ^−^^/^^−^ MEF cells compared with that of *Rnf20^+/+^* MEF cells (Figure 1E). Alkaline phosphatase (AP) staining showed that no AP^+^ colonies were found in *Rnf20* knockout MEF cells at day 15 (Figure 1F,G). These results confirm that *Rnf20* knockout results in the complete failure of somatic cells reprogramming and that is consistent with the effects of *Rnf40* knockout on reprogramming.^21^

### 3.2 RNF20‐mediated H2Bub is essential for the early stage of cell reprogramming

To explore the duration of H2Bub expression needed for cell reprogramming, we knocked out *Rnf20* at day 4, 9, 12 and 15 by adding 4‐OH tamoxifen (Figure 2A). As shown in Figure 2B, the protein levels of RNF20 and H2Bub were dramatically reduced in *Rnf20* ^−^^/^^−^ reprogrammable cells at every time point compared with those of *Rnf20^+/+^* reprogrammable cells, suggesting that RNF20 and H2Bub were efficiently removed in *Rnf20* ^−^^/^^−^ reprogrammable cells. When we knocked out *Rnf20* at day 4 of cell reprogramming, no AP^+^ colonies were detected. This result is similar to that of *Rnf20* knockout at day 0. AP staining also showed that *Rnf20* knockout at day 9 was relatively modest in impairing cell reprogramming, while *Rnf20* knockout at day 12 and 15 had little effect on cell reprogramming (Figure 2C,D). These results indicate that RNF20 is important for cell reprogramming and mainly required at earlier stages of cell reprogramming (day 0 and day 4). This finding fits well with the observation that RNF20 and H2Bub are highly expressed at the early stage of cell reprogramming (Figure 1A). Previous studies reported that the early transcriptional dynamics are largely dependent on accessible chromatin during cell reprogramming.^30^ All these results suggest that H2Bub mainly participates in the early stage of cell reprogramming.

**FIGURE 2:**
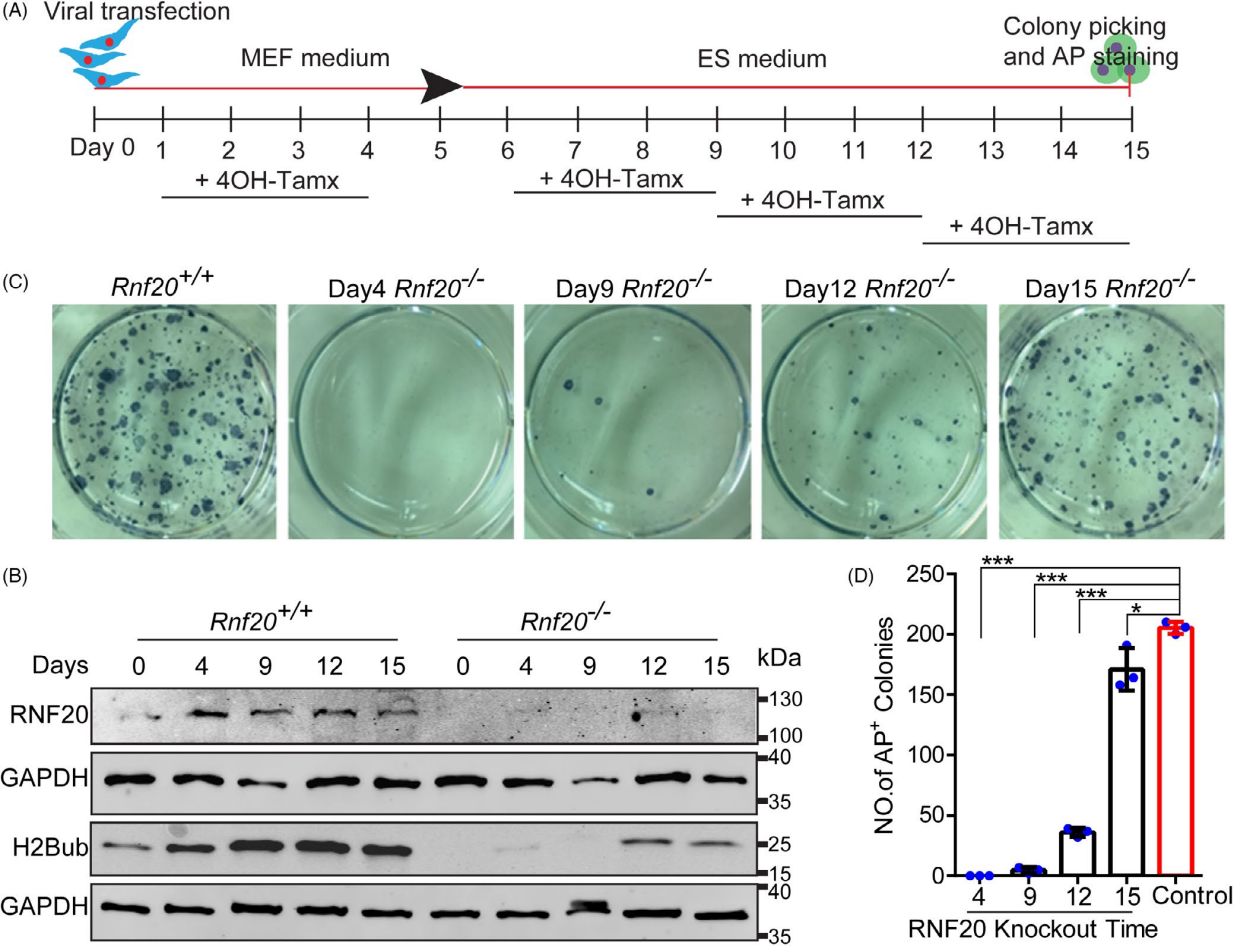
*Rnf20* knockout mainly affects the early stage of cell reprogramming Schematic depicting the treatment window of 4‐OH tamoxifen for *Rnf20* knockout during cell reprogramming. The RNF20 and H2Bub protein levels were reduced in the *Rnf20* knockout reprogramming cells at different time points. GAPDH served as the loading control. Representative images of AP staining in the WT and *Rnf20* knockout reprogrammable cells at different time points. Quantification of AP‐positive colonies in the WT and *Rnf20* knockout reprogrammable cells at different time points. (n = 3 independent experiments). Data are presented as mean ± SEM. *P < .05 and ***P < .001

### 3.3 RNF20 mainly regulates the transcription of MET‐ and early pluripotency‐related genes

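RNA from 3 WT and 3 Rnf20 knockout cultures of mouse embryonic fibroblasts (MEF), harvested on day 3 after the start of reprogramming with retroviral OCT4, SOX2, KLF4 and C-MYC (OSKM), was sequenced as poly(A)-selected, strand-specific libraries. The paper's methods state that the knockout was induced with 4-OH tamoxifen, whereas the sample labels list all 6 cultures as without treatment, and the text does not state whether the WT cultures received the drug. The authors aligned paired-end reads to the mouse genome GRCm38/mm10 with HISAT2 and deposited the number of reads counted on each of 16982 genes, without normalization. They also deposited FPKM values from Cufflinks for 12633 genes, all with a CPM (counts scaled by library total) over 1 in at least 3 libraries. The paper's text does not name the counting program, the statistical test or whether the counting used the strand. The total counts were 20545442, 20672939 and 20667186 in WT replicates 1 to 3, with a median of 20667186, and 21172325, 21746898 and 21466683 in knockout replicates 1 to 3, with a median of 21466683. At this depth a gene with 3 counts in a library lies at about 0.142 to 0.143 CPM, which was taken as the floor.

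From the counts, normalization factors were computed by edgeR's TMM method, low counts were removed with filterByExpr, and the 13386 genes left were compared between genotypes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Rnf20 (ENSMUSG00000028309) lies on the plus strand of chromosome 4 of GRCm38 from 49632006 to 49656887. Its TMM-normalized CPM was 107, 107 and 106 in WT replicates 1 to 3 and 18.7, 18.5 and 16.4 in knockout replicates 1 to 3. The knockout mean was 16.8% of the WT mean, with a log2 fold change of -2.57 (standard error 0.0812, adjusted p = 0.000163 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The loxP sites flank part of the exons of Rnf20, and the counts are those of the whole gene. Rnf40, which encodes the partner of RNF20 in the E3 ligase, had a log2 fold change of -0.019 with overlapping libraries (standard error 0.0938, adjusted p = 0.889 from the same test), and its log2 fold change was 0.024 without WT replicate 3 and 0.057 without knockout replicate 3.

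The replicates of one genotype were compared by a chi-square statistic of their counts over the tested genes, which is close to 1 per gene when 2 libraries differ only by sampling noise. It was 6.04 to 8.91 per gene between WT libraries and 8.57 between knockout replicates 1 and 2. Between knockout replicate 3 and the other 2 knockout libraries it was 92.4 and 101. No 2 libraries differed by less than the sampling noise, so each was counted as a separate sample. The genes on the Y chromosome also set the knockout libraries apart. Ddx3y had 0 counts in knockout replicates 1 and 3 and 94.4 to 128 CPM in the other 4 libraries.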

Previous studies have demonstrated that RNF20‐mediated H2Bub could regulate gene transcription and its depletion might affect cell growth and genome stability.^31^, ^32^, ^33^ To further investigate the functions of RNF20 at the early phase of cell reprogramming, we performed RNA sequencing (RNA‐seq) at day 3 of OSKM reprogramming in *Rnf20* knockout cells (Figure 3A,B). By comparing the transcriptome of *Rnf20* ^−^^/^^−^ cells and *Rnf20^+/+^* cells, we found that 594 genes were downregulated and 243 genes were upregulated (Figure 3B). 

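In the comparison of 3 knockout with 3 WT libraries, 279 genes were downregulated and 201 genes were upregulated in knockout cells at an adjusted p under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, an absolute log2 fold change over 1 and a mean FPKM over 1 in at least 1 genotype. Each of these 480 genes had its 3 knockout libraries all above or all below its 3 WT libraries. Of all genes tested, 54.8% had such separated libraries, against 10% that chance gives for 3 against 3. Of the called genes, 268 downregulated and 184 upregulated genes also passed the thresholds for FDR and fold change in the authors' deposited table, and 0 had the opposite direction there.

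The numbers depended on the test and on single libraries. Without WT replicate 1, 2 or 3 there were 1, 1 and 1 downregulated genes and 3, 1 and 0 upregulated genes. Without knockout replicate 1 or 2 there were 49 or 30 downregulated and 61 or 45 upregulated genes. Without knockout replicate 3 there were 491 downregulated and 300 upregulated genes. Beside the 0 upregulated genes without WT replicate 3, 2356 genes were higher in knockout cells at an unadjusted p under 0.05. With edgeR's exact test in place of the quasi-likelihood test, 566 genes were downregulated and 409 upregulated.

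The largest falls among called genes were those of Sost, Mfng, Arhgap36, Sectm1a and Cited1, with log2 fold changes from -4.37 for Sost to -3.29 for Cited1. That of Sost was -5.68 without knockout replicate 1 and -3.79 without knockout replicate 3. The called gene with the largest rise was Hist2h2bb, which had 0 counts in every WT library. It was at least 24.9-fold higher in knockout cells, and it has near-identical copies whose reads the counting could split. Fam71f1 was at least 12.9-fold higher, and a predicted locus without a gene name was at least 13.6-fold higher. The other 2 of the 5 called genes with the largest rises were Elmod1 and Sprr3, with log2 fold changes of 4.52 and 4.34. With each library left out in turn, that of Sprr3 ranged from 3.77 without WT replicate 3 to 5.65 without WT replicate 1. Elmod1 varied between the knockout libraries, with 4.20, 3.37 and 12.5 CPM.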

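Cdk1, Aurkb, Cdh3, Cldn11, Sall1 and Elf3, all but Aurkb labelled in the heatmap of Figure 3A, were read in each library. Cdk1 (chromosome 10 of GRCm38, 69335146 to 69352938, minus strand) fell from 76.7 ± 2.09 to 28.5 ± 8.36 TMM-normalized CPM (mean ± SD, n = 3 each). Its log2 fold change was -1.43 (standard error 0.212, adjusted p = 0.00620 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aurkb (chromosome 11, 69045647 to 69051664, plus strand) fell from 42.9 ± 0.992 to 12.6 ± 4.97 CPM, a log2 fold change of -1.77 (standard error 0.283, adjusted p = 0.00739 from the same test). With each library left out in turn, the log2 fold change stayed between -1.60 and -1.20 for Cdk1 and between -2.03 and -1.48 for Aurkb. Among these fits the adjusted p of both genes was under 0.01 only without knockout replicate 3, at 1.44e-06 for Cdk1 and 2.31e-06 for Aurkb. In the others it was 0.0112 to 0.0378 for Cdk1 and 0.0112 to 0.0412 for Aurkb.

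For the other 4 genes the adjusted p did not pass 0.01, although all 3 knockout libraries lay below all 3 WT libraries in each. Cdh3, which encodes P-cadherin, lies on chromosome 8 (106510891 to 106557297) and had 20.9 ± 3.23 CPM in WT and 8.96 ± 3.56 in knockout cells, a log2 fold change of -1.22 (standard error 0.302, adjusted p = 0.0244). Cldn11, which encodes a claudin of tight junctions, lies on chromosome 3 (31149920 to 31164324) and had a log2 fold change of -2.25 (standard error 0.785, adjusted p = 0.0663). Its knockout libraries held 4.39, 5.32 and 0.143 CPM, the last at the floor, and without knockout replicate 3 its log2 fold change was -1.69 with an adjusted p of 9.29e-06. Sall1 on chromosome 8 (89027235 to 89044162) had a log2 fold change of -1.80 (standard error 0.542, adjusted p = 0.0433), with 6.21, 4.56 and 0.953 CPM in the knockout libraries. Elf3 on chromosome 1 (135253575 to 135258568) had a log2 fold change of -1.60 (standard error 0.402, adjusted p = 0.0257). Without knockout replicate 3 the adjusted p of Cdh3, Sall1 and Elf3 was 0.000570, 7.33e-05 and 0.00143. All of these values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The alternative that moved the test values most outside the fits with fewer libraries was DESeq2's Wald test, with an adjusted p of 0.000753 for Cdh3, 0.00350 for Sall1 and 0.00113 for Elf3, and of 0.103 for Cldn11. Over the 12 alternatives the adjusted p ranged from 0.000570 to 0.0932 for Cdh3, from 9.29e-06 to 0.177 for Cldn11, from 7.33e-05 to 0.126 for Sall1 and from 0.00113 to 0.0867 for Elf3.

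Cdk2, Cks2 and Bmp2, which the heatmap also labels, were called as downregulated, with log2 fold changes of -1.08, -1.31 and -1.46. The annotation places exons of Pmel over those of Cdk2, and reads of the 2 genes were not separated here. Col6a6 had a log2 fold change of -4.34 and an adjusted p of 0.00559 from edgeR's quasi-likelihood test, but its mean FPKM of 0.672 in WT cells was under the limit. Fgfr3, Fras1, Celsr2, Car9, Ccnb1 and Aurka were lower in every knockout library, with adjusted p-values from 0.0144 for Car9 to 0.144 for Fgfr3 in the same test.

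**Figure D1:**
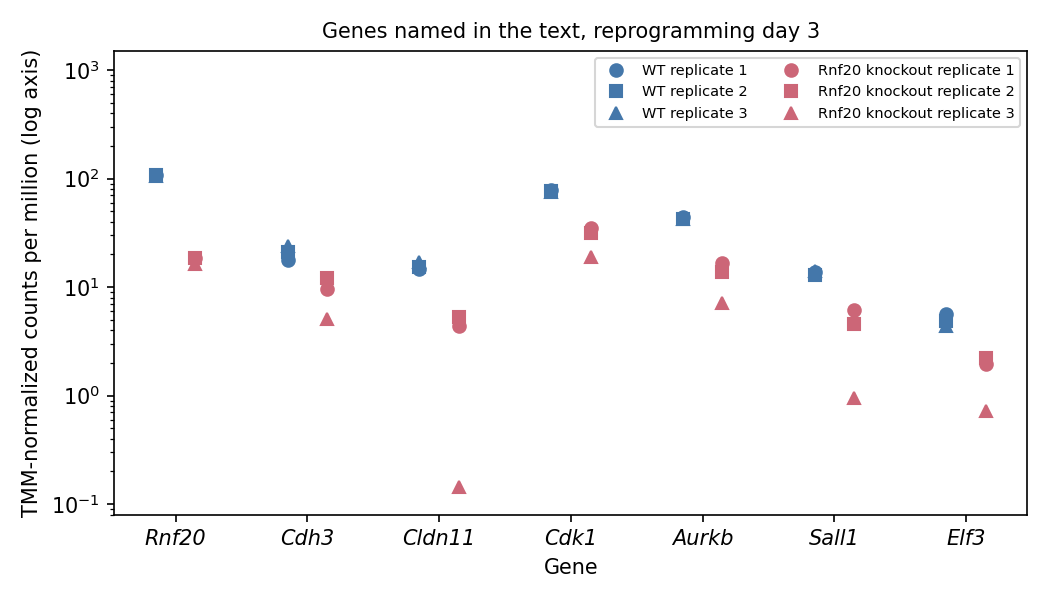
TMM-normalized CPM (log axis) of Rnf20 and of 6 genes of the text in each WT library (blue) and each Rnf20 knockout library (red), with the shape of each point giving the replicate. Every knockout point lies below the WT points of its gene, and knockout replicate 3 (red triangles) is the lowest in each, down to 0.143 CPM for Cldn11.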

The expression of MET‐related genes, cell cycle‐related genes, and pluripotency genes, such as *Cdh3*, *Cldn11*, *Cdk1,* *Aurkb, Sall1* and *Elf3* were obviously^3^, ^34^ downregulated in *Rnf20* ^−^^/^^−^ reprogrammable cells (Figure 3A). 

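The genes of Figure S1A were read as 2 lists, 12 linked to the epithelial-to-mesenchymal transition (EMT) and 10 linked to the mesenchymal-to-epithelial transition (MET). All 10 MET genes had a negative log2 fold change in knockout cells, with a median of -1.60 (adjusted p = 0.000149 from camera, a competitive gene set test, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 22 sets). The median was negative in each of the 3 knockout libraries. Without knockout replicate 3, which moved it most, it was -1.09. The paper describes the genes of Figure S1A as selected from the RNA-seq and does not state how. The lists are therefore not counted as independent evidence. With the p-values adjusted over the list alone, 4 MET genes were lower at an adjusted p under 0.01, and over all genes tested 1 was, Cldn3, with a log2 fold change of -2.16 (standard error 0.318, adjusted p = 0.00614 from edgeR's quasi-likelihood test). Krt8, which encodes a keratin of simple epithelia, held 29.4 ± 0.955 CPM in WT cells (mean ± SD, n = 3) and 18.1, 12.4 and 0.714 in knockout replicates 1 to 3. Its adjusted p was 0.189 with all libraries and under 0.01 only in the fit without knockout replicate 3. Epcam was low, with a mean of 1.12 CPM in WT cells and 0.524 in knockout cells (adjusted p = 0.0671).

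The 12 EMT genes had a median log2 fold change of 0.14, with 4 lower and 8 higher (adjusted p = 0.211 from camera). Without knockout replicate 2 the median was 0.050, and by library it was 0.072, 0.20 and -0.039 in knockout replicates 1 to 3. In fry, a rotation test of the list itself, the adjusted p was 0.0252, and in camera it ranged from 0.0649 to 0.364 over the fits that left out a library. Adjusted over the list alone, 1 EMT gene passed 0.01, and it was also the only one over all genes. This was Cdh2, which encodes N-cadherin and rose from 102 ± 7.49 to 158 ± 5.11 CPM, a log2 fold change of 0.63 (standard error 0.0776, adjusted p = 0.00394 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fibin had a log2 fold change of 1.02 and an adjusted p of 0.0157. The log2 fold changes of Snai1, Twist1, Tgfb1 and Klf8 were -0.0033, 0.016, 0.15 and -0.12, and the libraries of each overlapped between genotypes. Without knockout replicate 3 they were -0.020 for Tgfb1 and 0.15 for Klf8, and Snai1 and Twist1 each changed sign in 3 of the fits that left out a library, reaching 0.083 without knockout replicate 1 and -0.066 without WT replicate 3. Fbn1, whose exons overlap those of Gm9913, was higher in knockout replicates 1 and 2 and lower in knockout replicate 3 than in any WT library.

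Every set that camera called lost its call when the correlation between genes was estimated from the 6 libraries, and every one of them held in fry. The lowest adjusted p under the estimated correlation was 0.163.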

Further analysis revealed that epithelial genes failed to be upregulated and genes related to the epithelial‐to‐mesenchymal transition (EMT) were unaffected in *Rnf20* knockout cells (Figure S1A). 

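Fixed sets of genes were tested in place of the paper's GO analysis, whose tools and term lists were not used here. The S-phase list (42 genes tested) had a median log2 fold change of -1.28 in knockout cells (adjusted p = 1.51e-21 from camera with Benjamini-Hochberg adjustment), with 41 of 42 genes lower. The G2/M list (54 genes) had a median of -1.59 (adjusted p = 8.67e-25 from the same test), with 53 of 54 lower. Adjusted over the list alone, 39 S-phase and 44 G2/M genes were lower at an adjusted p under 0.01 from edgeR's quasi-likelihood test, and 19 and 19 over all genes tested. Without knockout replicate 3 the medians were -1.02 and -1.24.

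The larger pathways of Reactome, a database of curated pathways, moved less. Median log2 fold changes were -0.28 for Cell Cycle (440 genes, adjusted p = 1.32e-07 from camera), -0.11 for DNA Replication (93 genes, adjusted p = 0.000394) and -0.17 for M Phase (215 genes, adjusted p = 8.96e-05). Without WT replicate 3 the median of DNA Replication was -0.067, and without knockout replicate 3 that of M Phase was -0.11. In Cell Cycle 293 genes were lower and 147 higher. DNA Repair had a median of -0.31 (126 genes, adjusted p = 2.63e-06).

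Among sets linked to adhesion, the integrin genes (22) had a median log2 fold change of 0.33 (adjusted p = 0.00346 from camera), with 17 higher and 5 lower. Extracellular matrix organization (200 genes) had a median of 0.19 (adjusted p = 0.00331) and integrin cell surface interactions (67 genes) of 0.31 (adjusted p = 0.00150). Cell-cell junction organization (34 genes) had a median of 0.13 (adjusted p = 0.114), and of 0.21 without knockout replicate 3 (adjusted p = 0.0173 from camera, with a range of 0.0173 to 0.316 over the fits that left out a library). Of 20 epithelial genes 9 passed the filter on counts, and their median was -0.28 (adjusted p = 0.444 from camera), with 0.32 without knockout replicate 3 and -0.82 without knockout replicate 1.

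**Figure D2:**
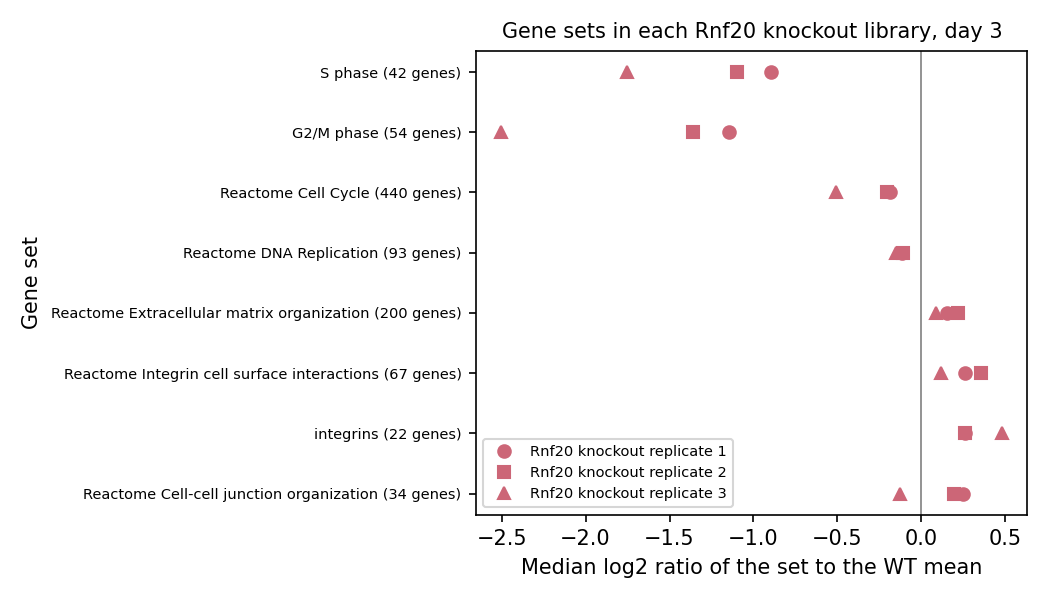
Median log2 ratio of each gene set to the WT mean in each of the 3 Rnf20 knockout libraries (shape gives the replicate), with the number of genes tested beside each set and a line at 0. The S-phase list lies at -0.89, -1.10 and -1.75 and the G2/M list at -1.14, -1.36 and -2.50 in knockout replicates 1 to 3, and the integrin genes lie above 0 in all 3.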

Importantly, Gene ontology (GO) analysis of different expression genes (DEG) between *Rnf20^‐/‐^* cells and *Rnf20^+/+^* cells revealed that the downregulated genes were strongly linked to cell cycle, DNA replication, cell proliferation, cell division and morphogenesis of epithelium, whereas the upregulated genes were linked to cell adhesion and cell migration processes (Figure 3C,D). The downregulated genes were mainly distributed in the nucleus and involved in protein and DNA binding, whereas the upregulated genes were mainly distributed in the membrane and cytoplasm and associated with calcium ion binding and heparin binding (Figure S1B‐E). These results were further validated by RT‐qPCR (Figure 3E‐3J, Figure S1F,H). Therefore, *Rnf20* knockout leads to an inability to undergo the MET process and a failure to activate the expression of cell cycle‐ and early pluripotency‐related genes.

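Read as lists, the 7 MET-related genes of Figure 3A had a median log2 fold change of -1.48 in knockout cells (adjusted p = 0.000315 from camera with Benjamini-Hochberg adjustment). The 5 cell cycle-related genes had a median of -1.43 (adjusted p = 2.59e-05) and the 4 early pluripotency genes of -1.70 (adjusted p = 0.00106). Every gene of the 3 lists was lower in knockout cells, and the list medians were negative in each of the 3 knockout libraries. Adjusted over the list alone, 2 of the 7, 5 of the 5 and 3 of the 4 genes had an adjusted p under 0.01 from edgeR's quasi-likelihood test, and over all genes tested 1, 3 and 2 had. The study labelled these genes in a heatmap of genes changed in the same libraries. Neither the camera values, the directions nor the counts of these 3 lists are therefore independent evidence. Knockout replicate 3 lay furthest from WT in each list, with medians of -2.56, -2.00 and -2.38. The transcripts of the reprogramming factors, for which the reads of the viral and the endogenous genes were not separated here, had log2 fold changes of -0.49 for Pou5f1, -0.19 for Sox2, -0.43 for Klf4 and -0.20 for Myc, with adjusted p-values of 0.120, 0.259, 0.0176 and 0.215 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without knockout replicate 3 the log2 fold changes of Pou5f1, Sox2 and Klf4 were -0.76, -0.33 and -0.45, with adjusted p-values of 0.000195, 0.00250 and 0.00127 from the same test. Without knockout replicate 2 those of Pou5f1, Sox2 and Myc were -0.31, -0.10 and -0.11. From the lower expression of these classes of genes and the RT-qPCR of single genes, the paper concludes that Rnf20 knockout cells do not undergo the MET and do not activate cell cycle and early pluripotency genes.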

**FIGURE 3:**
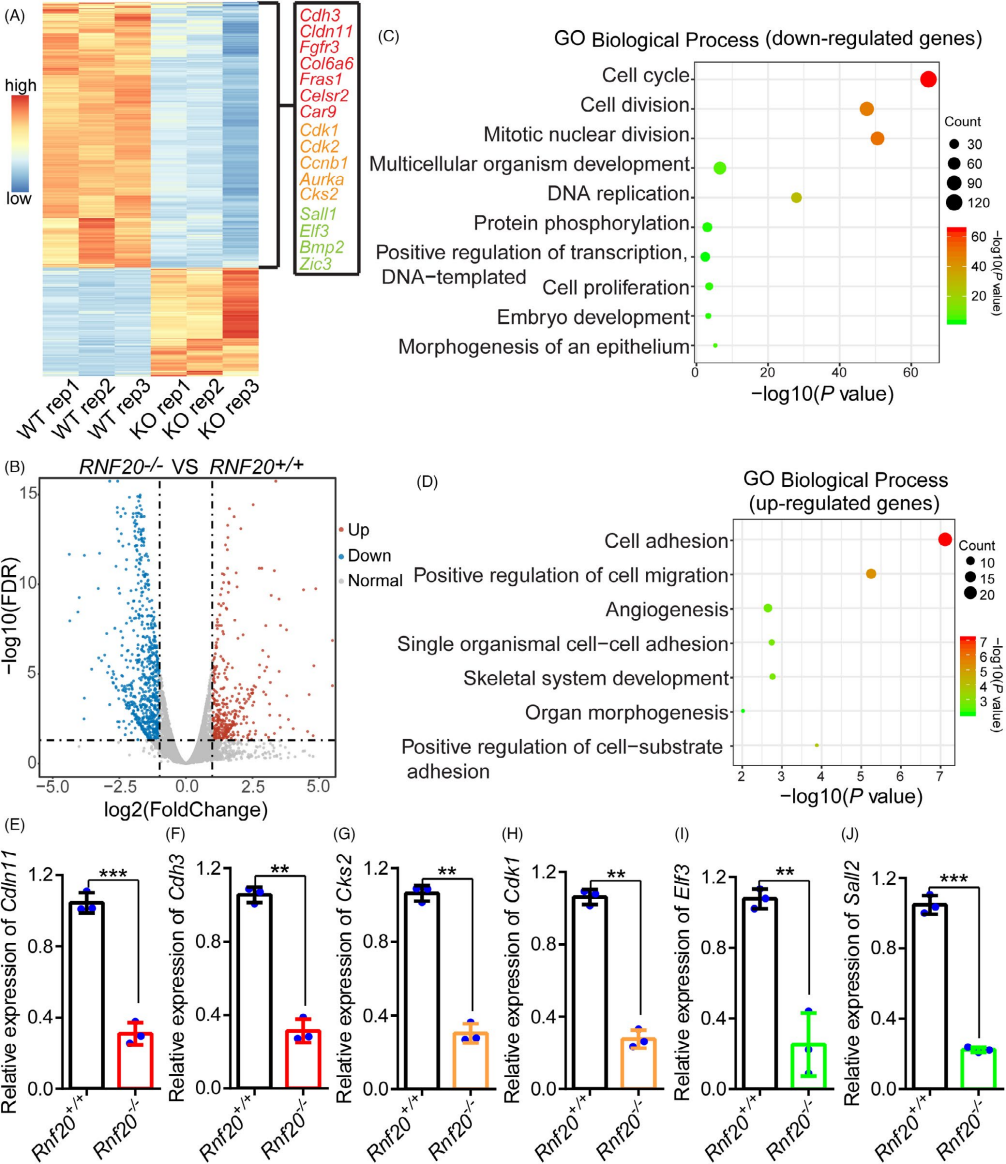
Transcriptomic analysis of *Rnf20* knockout during cell reprogramming. Heatmaps showing significantly upregulated and downregulated genes on day 3 in response to *Rnf20* knockout. Purple representing MET‐related genes, orange representing cell cycle‐related genes, and green representing early pluripotency genes. Volcano plot showing the numbers of upregulated and downregulated genes in *Rnf20* knockout reprogrammable cells were 243 and 594, respectively. (C and D) GO‐Biological process enrichment of downregulated and upregulated genes in *Rnf20* knockout reprogrammable cells versus WT group. (E‐J) RT‐qPCR of *Cdln11, Cdh3, Cks2*, *Cdk1*, *Elf3* and *Sall1* relative to *Gapdh* at day 3 during the reprogramming time course. (n = 3 independent experiments). Data are presented as mean ± SEM. **P < .01 and ***P < .001

Considering the results of GO analysis of the downregulated genes involving in cell proliferation, DNA replication and other basic cellular processes. We performed MTT assay to test cell viability and found that the viability of *Rnf20* knockout cells was significantly lower than the WT cells on the fifth day of cell growth (Figure S2A). However, no difference was found in viability between WT and *Rnf20* knockout MEF cells in the early days (1‐4 days) (Figure S2A). Micronuclei (MN) are small, extranuclear chromatin bodies surrounded by a nuclear envelope. Micronuclei have generally been considered as a consequence of DNA damage.^35^, ^36^, ^37^ As shown in Figure S2B,C, *Rnf20* knockout results in increased frequency of micronuclei, suggesting the function of the RNF20 is essential for maintenance of DNA integrity. It is obvious that the *Rnf20* knockout leads to the appearance of broken chromosomes in 10% compared to 2% in WT cells (Figure S2D,E), suggesting that *Rnf20* knockout could cause double‐stranded DNA breaks. Though these results fit well with the previous studies that deficiency of the ubiquitin ligase RNF20 leads to replication stress and chromosomal instability.^38^ In the present study, we mainly focused on the functional role of RNF20 in the early stage of cell reprogramming.

The previously identified ‘first‐wave’ genes are known to be involved in the activation of DNA replication or cell division, and the inhibition of genes associated with cell adhesion and cell‐cell contacts.^3^ These results suggest that the knockout of *Rnf20* leads to the disordered expression of the first transcriptional wave at the early stages of cell reprogramming and the failure to maintain global gene expression.

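Over the 13386 genes tested, and whatever the size of the change, 655 genes were lower and 667 higher in knockout cells at an adjusted p under 0.01, and 2218 lower and 2195 higher at an adjusted p under 0.05, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without WT replicate 3, 1396 genes in all had an adjusted p under 0.05, and without knockout replicate 3, 6510 had. The first principal component of the log2 CPM held 70.9% of the variance and placed the WT libraries at -37.7, -43.7 and -41.4 and the knockout libraries at 20.5, 19.5 and 82.9. The root-mean-square log2 difference from the WT mean was 0.652, 0.643 and 1.08 in knockout replicates 1 to 3.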

### 3.4 *Rnf20* knockout affects the recruitment of TFs to their targeted genes

Because OSKM are the major TFs of cell reprogramming and play a key role in gene expression regulation, we further investigated whether *Rnf20* knockout affects the recruitment of OSKM to their target gene sites. To validate this possibility, we performed chromatin immunoprecipitation sequencing (ChIP‐seq) experiments on *Rnf20^+/+^* and *Rnf20* ^−^^/^^−^ reprogrammable cells with SOX2‐specific antibodies. Western blot showed that the expression of SOX2 is unchanged in *Rnf20* ^−^^/^^−^ reprogrammable cells compared with that of *Rnf20^+/+^* reprogrammable cells (Figure S3A). We first analysed previously published SOX2 ChIP‐seq data^39^ and found that there was good overlap between sites bound by SOX2 in our ChIP‐seq results and that of in Zviran et al ChIP‐seq results (Figure S3C), suggesting that our work is consistent with previously published SOX2 ChIP‐seq data. We then compared the SOX2 binding profiles between *Rnf20^+/+^* and *Rnf20* ^−^^/^^−^ reprogrammable cells and found that 17824 SOX2 bound loci were shared by WT and *Rnf20* knockout reprogrammable cells. Other than this, WT reprogrammable cells had unique 13 217 SOX2 bound loci, while *Rnf20* knockout reprogrammable cells had unique 8722 SOX2 bound loci, suggesting that nuclear accumulation of SOX2 is decreased due to *Rnf20* knockout (Figure 4A). DNA sequence motif analysis at the Sox2 ChIP‐seq peaks indicated that there are no differences of the binding motifs between the WT group and *Rnf20* knockout reprogrammable cells (Figure S3B). Further examination of ChIP‐seq signals of all SOX2 bound loci revealed that a large number of SOX2 bound loci decreased abruptly (Figure 4B). Within unique and common SOX2 bound loci in WT and *Rnf20* knockout reprogrammable cells, SOX2 preferentially bound to upstream regions of transcription start sites (TSSs) and the enhancer regions (Figure 4C‐4D, Figure S3D,E). Further analysis showed that *Rnf20* knockout has no effects on the recruitment of SOX2 to the enhancer regions, while the enrichment at promoter regions clearly decreased due to RNF20 depletion (Figure 4E‐4F and Figure S3F), which is consistent with lacking H2Bub1 enrichment at the enhancer regions.^40^, ^41^ These results suggest that RNF20‐mediated H2Bub mainly regulate the recruitment of SOX2 or other transcription factors to the promoter regions, but not the enhancer regions.

**FIGURE 4:**
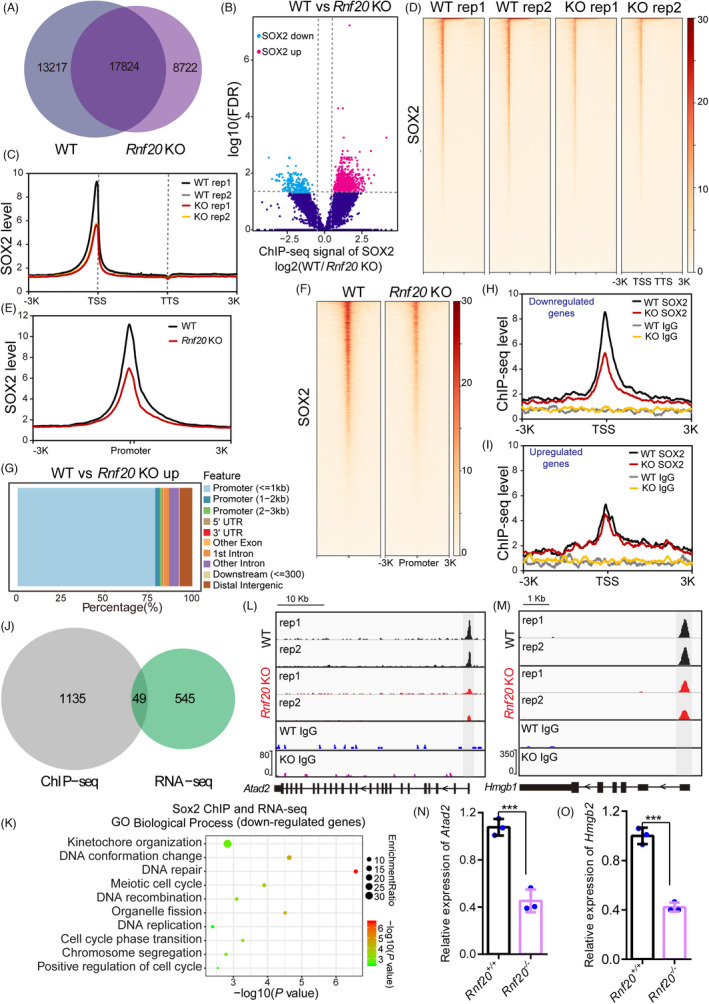
*Rnf20* knockout affects the recruitment of SOX2 to its targeted genes. Venn diagrams showing the overlap of SOX2 ChIP‐seq peaks between the WT and *Rnf20* knockout reprogrammable cells. Volcano plot showing the differences of SOX2 ChIP‐seq signals between the WT and *Rnf20* knockout reprogrammable cells. (C and E) Metaplots showing the ChIP‐seq signals of SOX2 in WT (black line) and *Rnf20* knockout reprogrammable cells (red line). (D and F) The heatmaps of sequence read density for SOX2 in WT and *Rnf20* knockout reprogrammable cells. Distribution of downregulated SOX2 ChIP‐seq peaks in WT and *Rnf20* knockout reprogrammable cells. (H and I) Metaplots of signal intensities for SOX2 in downregulated and upregulated genes sites. Black line representing WT group and red line representing *Rnf20* knockout reprogrammable cells. (J) Venn diagrams showing the overlap of downregulated genes and downregulated SOX2 ChIP‐seq peaks. (K) GO‐Biological process analysis of ChIP‐seq and RNA‐seq for downregulated genes in *Rnf20* knockout reprogrammable cells versus WT reprogrammable cells. (L‐M) Genome views of the level of SOX2 at *Atad2* and *Hmgb1* in WT and *Rnf20* knockout reprogrammable cells. (N‐O) RT‐qPCR showing the expression level of *Atad2* and *Hmgb1* in WT and *Rnf20* knockout reprogrammable cells. *Gapdh* was used as an internal control. (n = 3 independent experiments). Data are presented as mean ± SEM. **P < .01 and ***P < .001

Further examination of downregulated SOX2 bound loci confirmed that SOX2 were preferentially enriched at promoter regions (Figure 4G,4H), while no significant ChIP‐seq signal changes were observed between WT and *Rnf20* knockout reprogrammable cells in upregulated genes (Figure 4I). These results suggest that *Rnf20* knockout affects the recruitment of SOX2 to the promoter regions of downregulated genes. We next compared downregulated genes with RNA‐seq and downregulated SOX2 signals with ChIP‐seq, finding 594 downregulated genes in *Rnf20* knockout reprogrammable cells when compared with WT reprogrammable cells. Among the 594 genes, 49 genes were also associated with decreased SOX2 signals upon *Rnf20* knockout (Figure 4J). Further analysis revealed that the genes with decreased SOX2 binding and downregulated expression in *Rnf20* knockout reprogrammable cells are involved in kinetochore organization, DNA conformation change and DNA replication^42^, ^43^ (Figure 4K‐4O). These results suggest a positive correlation between SOX2 binding and gene expression, and that the knockout of *Rnf20* might affect the recruitment of reprogramming TFs to their target genes, ultimately impeding the initiation of ‘first‐wave’ gene expression.

### 3.5 RNF20‐mediated H2Bub affects gene transcription by regulating chromatin conformation

Recent findings indicate that an open chromatin state is accessible for transcriptional activation and protein‐protein interactions in pluripotency and reprogrammable cells.^6^ It has been reported that H2Bub is involved in regulating chromatin conformation.^18^ Based on the effects of RNF20 and H2Bub on gene expression and cell reprogramming, we reasoned that RNF20 may affect gene transcription through regulating chromatin structure and the recruitment of TFs to the proper locations within the chromatin. H3K9 dimethylation (H3K9me2) is a repressive transcription histone marker. After confirming that RNF20 was depleted and the expression of H2Bub was dramatically decreased in *Rnf20* ^−^^/^^−^ reprogrammable cells compared with that of *Rnf20^+/+^* reprogrammable cells (Figure 5A,B,D,E), we found that H3K9me2 was significantly increased in *Rnf20* ^−^^/^^−^ reprogrammable cells compared with that of *Rnf20^+/+^* reprogrammable cells (Figure 5B,C). Moreover, The acetylation status of H3K14 (H3K14ac), which is an active transcription histone marker and directly involved in regulating chromatin relaxation.^44^, ^45^ The total level of H3K14ac was reduced dramatically in the *Rnf20* knockout reprogrammable cells (Figure 5F,G). H3K4 trimethylation (H3K4me3), H3K4 dimethylation (H3K4me2) and H3K9 dimethylation (H3K9me2) are also active transcription histone markers. We found that H3K4me3 and H3K4me2 levels were reduced dramatically in *Rnf20* ^−^^/^^−^ reprogrammable cells (Figure 5H,I), these results suggest that RNF20 might affect gene transcription through regulating chromatin structure. To further confirm the changes in chromatin structure of *Rnf20* knockout reprogrammable cells, we performed micrococcal nuclease (MNase) sensitivity assays. We found that *Rnf20* ^−^^/^^−^ chromosomes were more resistant to MNase digestion than *Rnf20^+/+^* chromosomes (lanes 2 and 6, lanes 3 and 7) (Figure 5J,K), suggesting that RNF20‐mediated H2B ubiquitination promotes chromatin relaxation during cell reprogramming. Together, these results suggest that RNF20‐mediated H2B ubiquitination relaxes the chromatin structure during the early phase of cell reprogramming, allowing the recruitment of TFs to the proper chromatin location. Therefore, the altering epigenetic environment cooperates with TFs to regulate chromatin remodelling.

**FIGURE 5:**
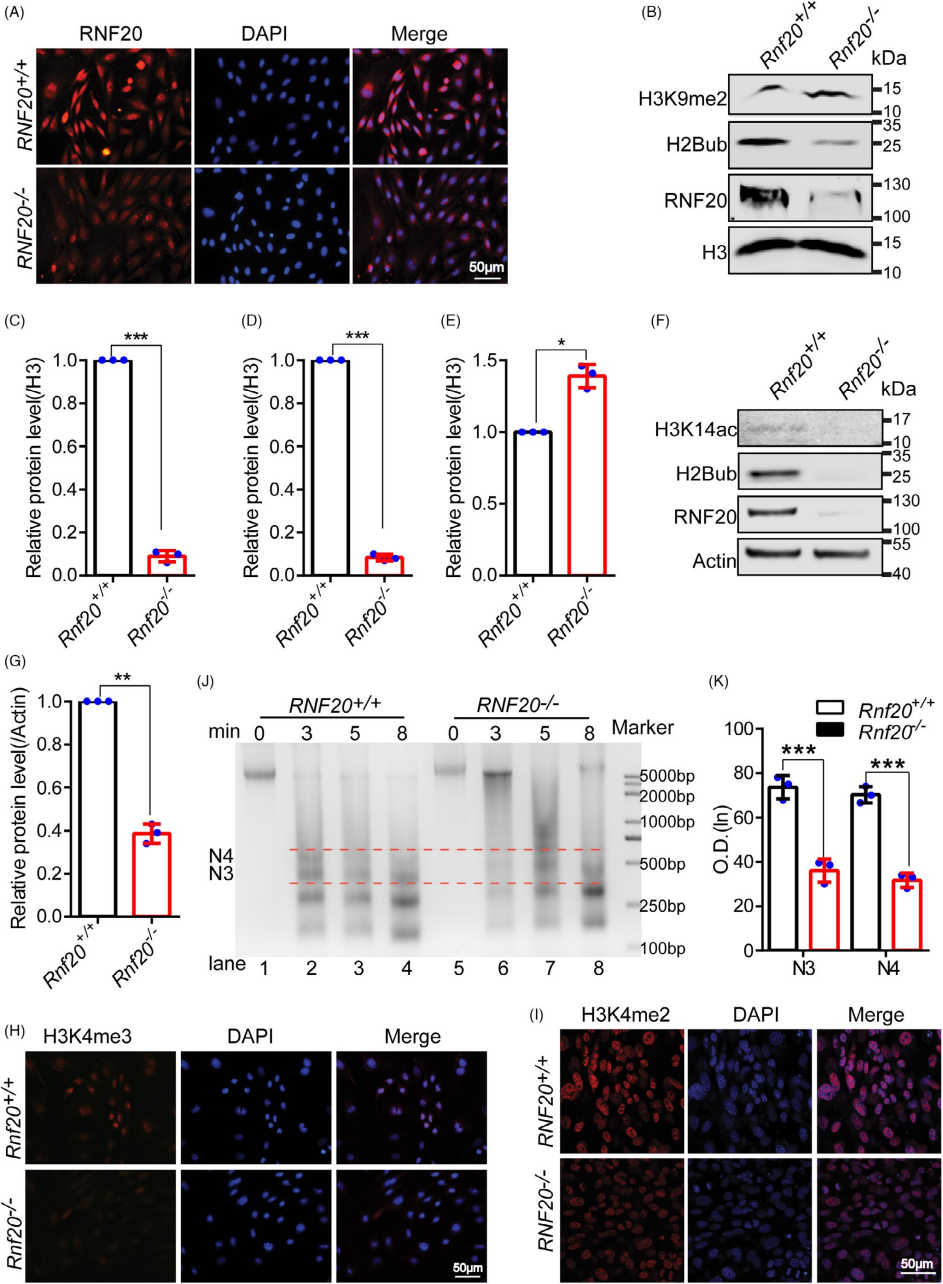
RNF20‐mediated H2Bub affects somatic cell reprogramming by promoting chromatin relaxation. (A) Representative images of RNF20 in the WT and *Rnf20* knockout reprogrammable cells. (B) H3K9me2 protein levels increased when RNF20 and H2Bub protein levels were reduced in *Rnf20* knockout reprogrammable cells. H3 served as the loading control. (C) Relative protein levels of RNF20 in the WT and Rnf20 knockout reprogrammable cells. (n = 3 independent experiments). Data are presented as mean ± SEM. ***P < .001. (D) Relative protein levels of H2Bub in the WT and Rnf20 knockout reprogrammable cells. (n = 3 independent experiments). Data are presented as mean ± SEM. ***P < .001. (E) Relative protein levels of H3K9me2 in the WT and Rnf20 knockout reprogrammable cells. (n = 3 independent experiments). Data are presented as ± SEM. *P < .05. (F) H3K14ac protein levels decreased when RNF20 and H2Bub protein levels were reduced in *Rnf20* knockout reprogrammable cells. Actin served as the loading control. (G) Relative protein levels of H3K14ac in the WT and *Rnf20* knockout reprogrammable cells. (n = 3 independent experiments). Data are presented as mean ± SEM. **P < .01. (H and I) Representative images of H3K4me3 and H3K4me2 in the WT and *Rnf20* knockout reprogrammable cells. (J) Micrococcal nuclease (MNase) sensitivity assays were used to detect the chromatin compaction status in isolated WT and *Rnf20* knockout reprogrammable cells. (K) Quantification of the N3 and N4 intensities of lanes 2 and 6 in (D) using GIS 1D software; N3 and N4 indicate the number of nucleosomes. (n = 3 independent experiments) Data are presented as mean ± SEM. ***P < .001

## 4 DISCUSSION

Histone modifications play a significant role in somatic cell reprogramming by the regulation of chromatin configuration and gene expression.^46^, ^47^ RNF20 is the major E3 ubiquitin ligase for H2B ubiquitination and is required for development as targeted disruption of RNF20 leads to preimplantation embryonic lethality in mice.^48^ RNF20‐mediated H2B ubiquitination was reported to be required for embryonic stem cell differentiation, suggesting that RNF20 regulates cell fate decisions like other reprogramming‐related factors.^13^, ^14^, ^49^ In this study, we found that H2B ubiquitination mediated chromatin relaxation is essential for the induction of somatic cell reprogramming.

Chromatin is dynamically remodelled during cell reprogramming.^5^ It was recently reported that widespread chromatin reconfiguration and transcription factor occupancy occurs early during reprogramming.^50^ They found that OCT4/SOX2 occurs primarily in regions with MEF promoters during the early stage of cell reprogramming, which is consistent with our work. Furthermore, OCT4 and SOX2 extensively target the accessible chromatin and recruit somatic transcription factors to transiently accessible sites.^50^ Our results showed reduced SOX2 binding due to the condensed chromatin states in *Rnf20^−/−^* reprogrammable cells (Figures 4B, Figure 5D,E). Therefore, some key transcription factors may be regulated by both Yamanaka factors and RNF20‐mediated H2B ubiquitination. Although we only examine the relationship between SOX2 binding sites and their expression, we believe our conclusions are likely applied to OCT4 and even other Yamanaka factors. There is no doubt that further studies are needed to substantiate this point and further dissect the detailed regulation mechanism.

One study has described the effects of *Rnf40* knockout on reprogramming, they try to explain the function of RNF40‐mediated H2Bub by comparing the occupancy of H3K4me3 and H3K27me3 of MEF cells with that of ESCs.^21^ However, Chromatin is dynamically remodelled during cell reprogramming, we found that RNF20 and H2Bub are highly expressed at the early stage of cell reprogramming. We focused our studies on the early stage of cell reprogramming, and uncover the mechanism underlying the initiation of somatic cell reprogramming. The knockout of *Rnf20* in reprogrammable cells affects chromatin relaxation by reducing H2B ubiquitination and normal levels of epigenetic modification, thus preventing the recruitment of SOX2 and most likely other factors to their proper locations on the chromosome and impairing the transcription of pluripotency genes and MET‐related genes during the early stages of cell reprogramming. Our results not only uncover a previously unknown function of RNF20‐mediated H2B ubiquitination during the early stages of cell reprogramming, but also provide important novel mechanistic insights into the chromatin remodelling of reprogrammable cells.

## 5 ETHICS STATEMENT

Animal experimentation: All of the animal experiments were performed according to approved institutional animal care and use committee (IACUC) protocols (#08‐133) of the Institute of Zoology, Chinese Academy of Sciences. All surgery was performed under sodium pentobarbital anaesthesia, and every effort was made to minimize suffering.

## CONFLICTS OF INTERESTS

Liying Wang, Zhiliang Xu, Libin Wang, Chao Liu, Huafang Wei, Ruidan Zhang, Lina Wang, Wenwen Liu, Sai Xiao, Yinghong Chen, Wei Li and Wei Li declare that they have no conflict of interest.

## AUTHOR CONTRIBUTIONS

Liying Wang and Zhiliang Xu performed the majority of the experiments and analysed the data. Libin Wang helped with the establishment of mouse iPSC cultures. Chao Liu contributed to ChIP experiments and analysed the data. Huafang Wei, Ruidan Zhang, Lina Wang and Wenwen Liu performed some experiments in isolating MEF cells. Sai Xiao and Yinghong Chen analysed the data. Wei Li and Wei Li designed the study and prepared the manuscript.

## Supporting information

Fig S1‐S3 Click here for additional data file.

Table S1 Click here for additional data file.

Table S2 Click here for additional data file.

Table S3 Click here for additional data file.

Table S4 Click here for additional data file.

## Data Availability

All raw high‐throughput sequencing data have been uploaded to the GEO, and the GEO accession number is GSE165887. The authors declare that all other data supporting the findings of this study are available within the article and its Supplementary Informationiles or from the corresponding author on reasonable request.

# Supplementary material for: Histone H2B ubiquitination mediated chromatin relaxation is essential for the induction of somatic cell reprogramming
**Source:** Cell Prolif. 2021 Jun 22;54(8):e13080. doi: 10.1111/cpr.13080
**Supplement:** Supplementary file 1 — Fig S1‐S3

**Supplemental Information**

**SUPPLEMENTAL FIGURES**

**
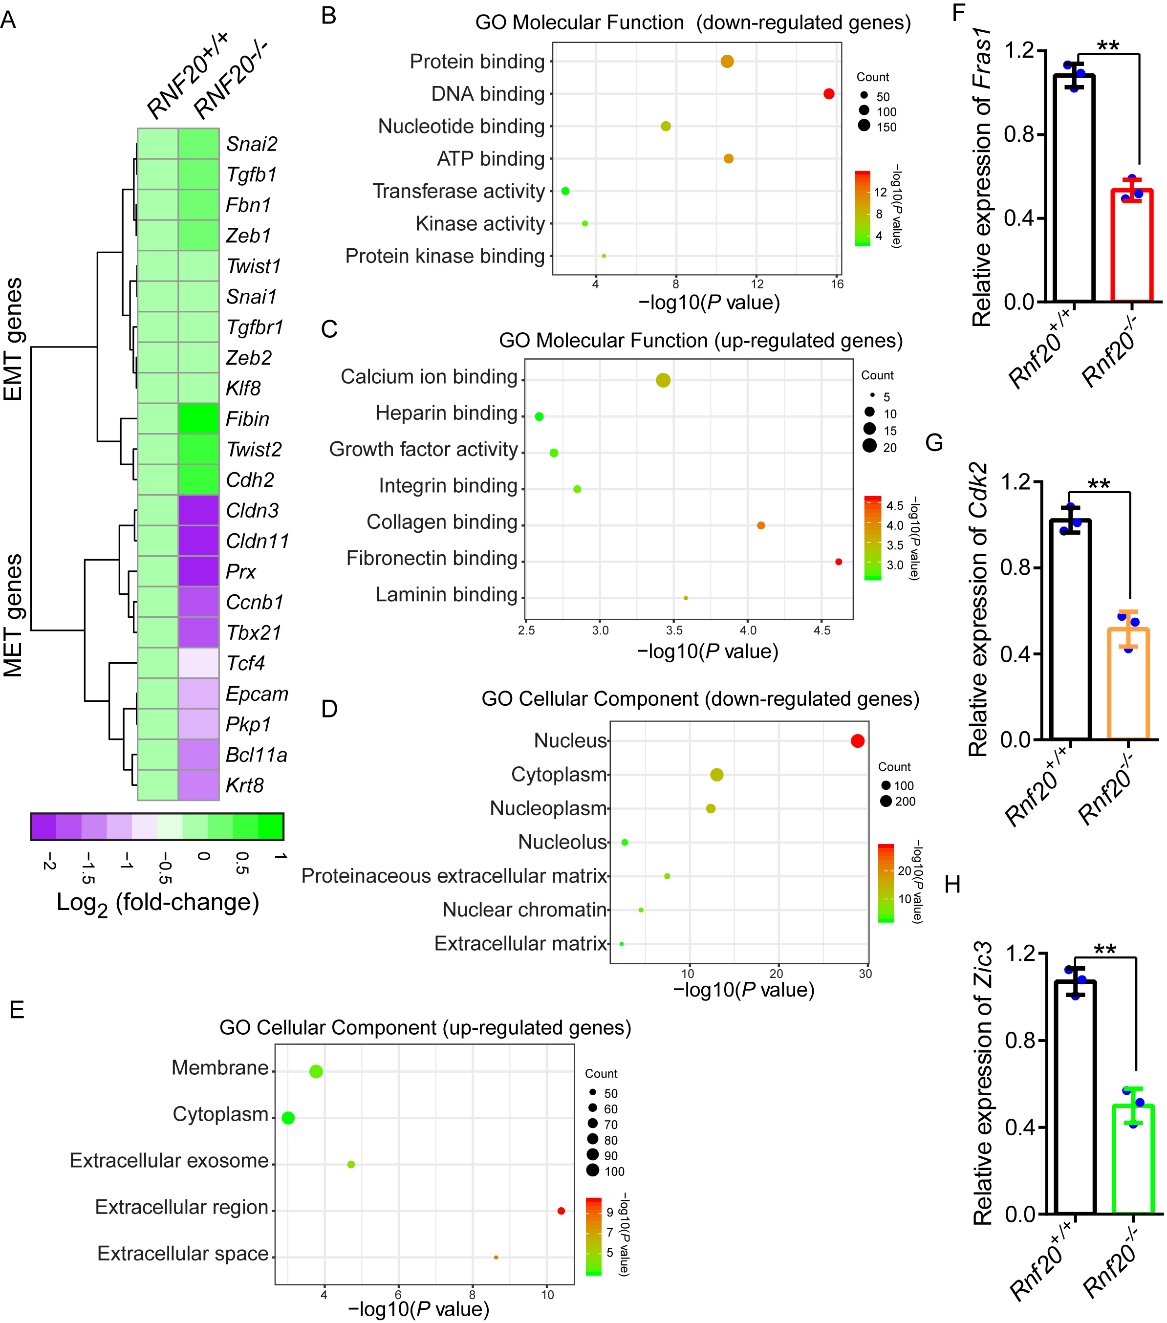
**

**Figure S1. RNA-seq analysis of *Rnf20* knockout during cell reprogramming.**

1. Heatmap showing the fold-change of selected EMT and MET -related genes from the RNA-seq analysis.

(B and C) GO-Molecular function enrichment of downregulated genes and upregulated genes in *Rnf20*-knockout reprogrammable cells versus WT reprogrammable cells.

(D and E) GO-Cellular component enrichment of downregulated genes and upregulated genes in *Rnf20*-knockout reprogrammable cells versus WT reprogrammable cells.

(F-H) RT-qPCR of *Fras1, Cdk2* and *Zic3* relative to *Gapdh* at day 3 during the reprogramming time course. (n = 3 independent experiments). Data are presented as mean ± SEM. **p < 0.01.

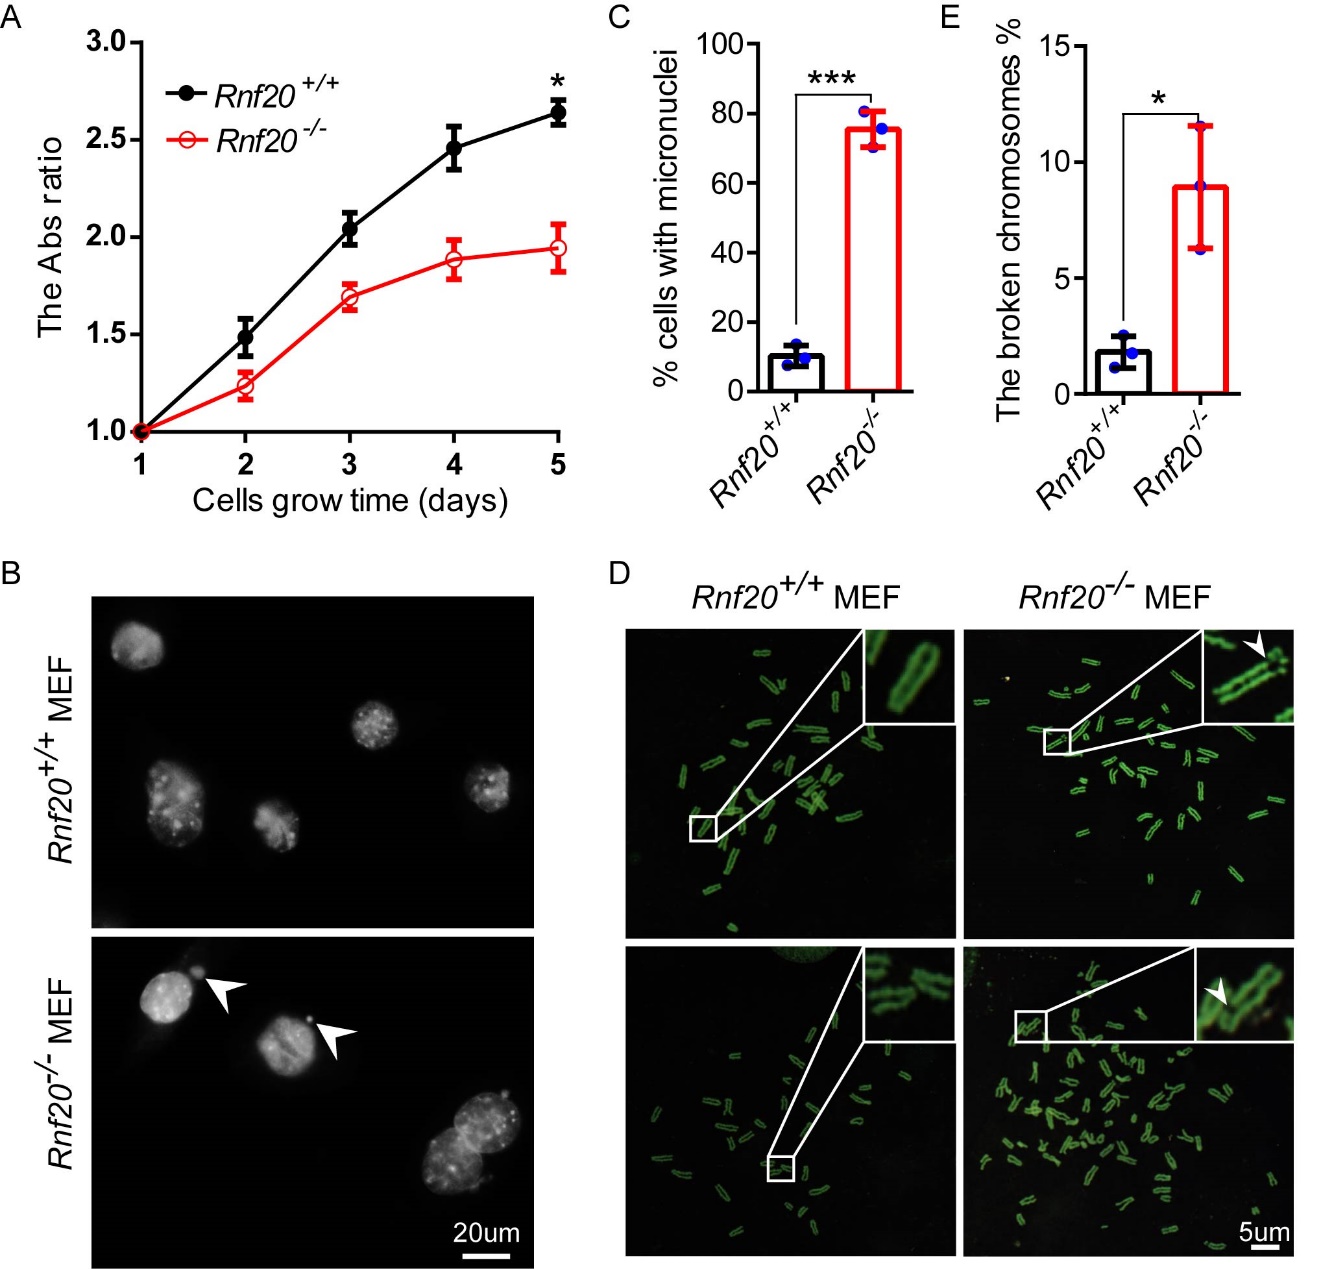

**Figure S2. *Rnf20* knockout results in DNA damage.**

(A) The viability of the cells was monitored in the WT and *Rnf20*-knockout MEF cells by MTT assay. (n = 3 independent experiments). Data are presented as mean ± SEM. *p < 0.05.

(B) Representative images showing micronuclei in MEF cells after *Rnf20-*knockout.

(C) Quantification of cells with micronuclei in the WT and *Rnf20*-knockout MEF cells. (n = 3 independent experiments). Data are presented as mean ± SEM. ***p < 0.001.

(D) Representative pictures of the karyotypes of WT and *Rnf20*-knockout MEF cells.

(E) Quantification of the broken chromosomes in the WT and *Rnf20*-knockout MEF cells. (n = 3 independent experiments). Data are presented as mean ± SEM. *p < 0.05.

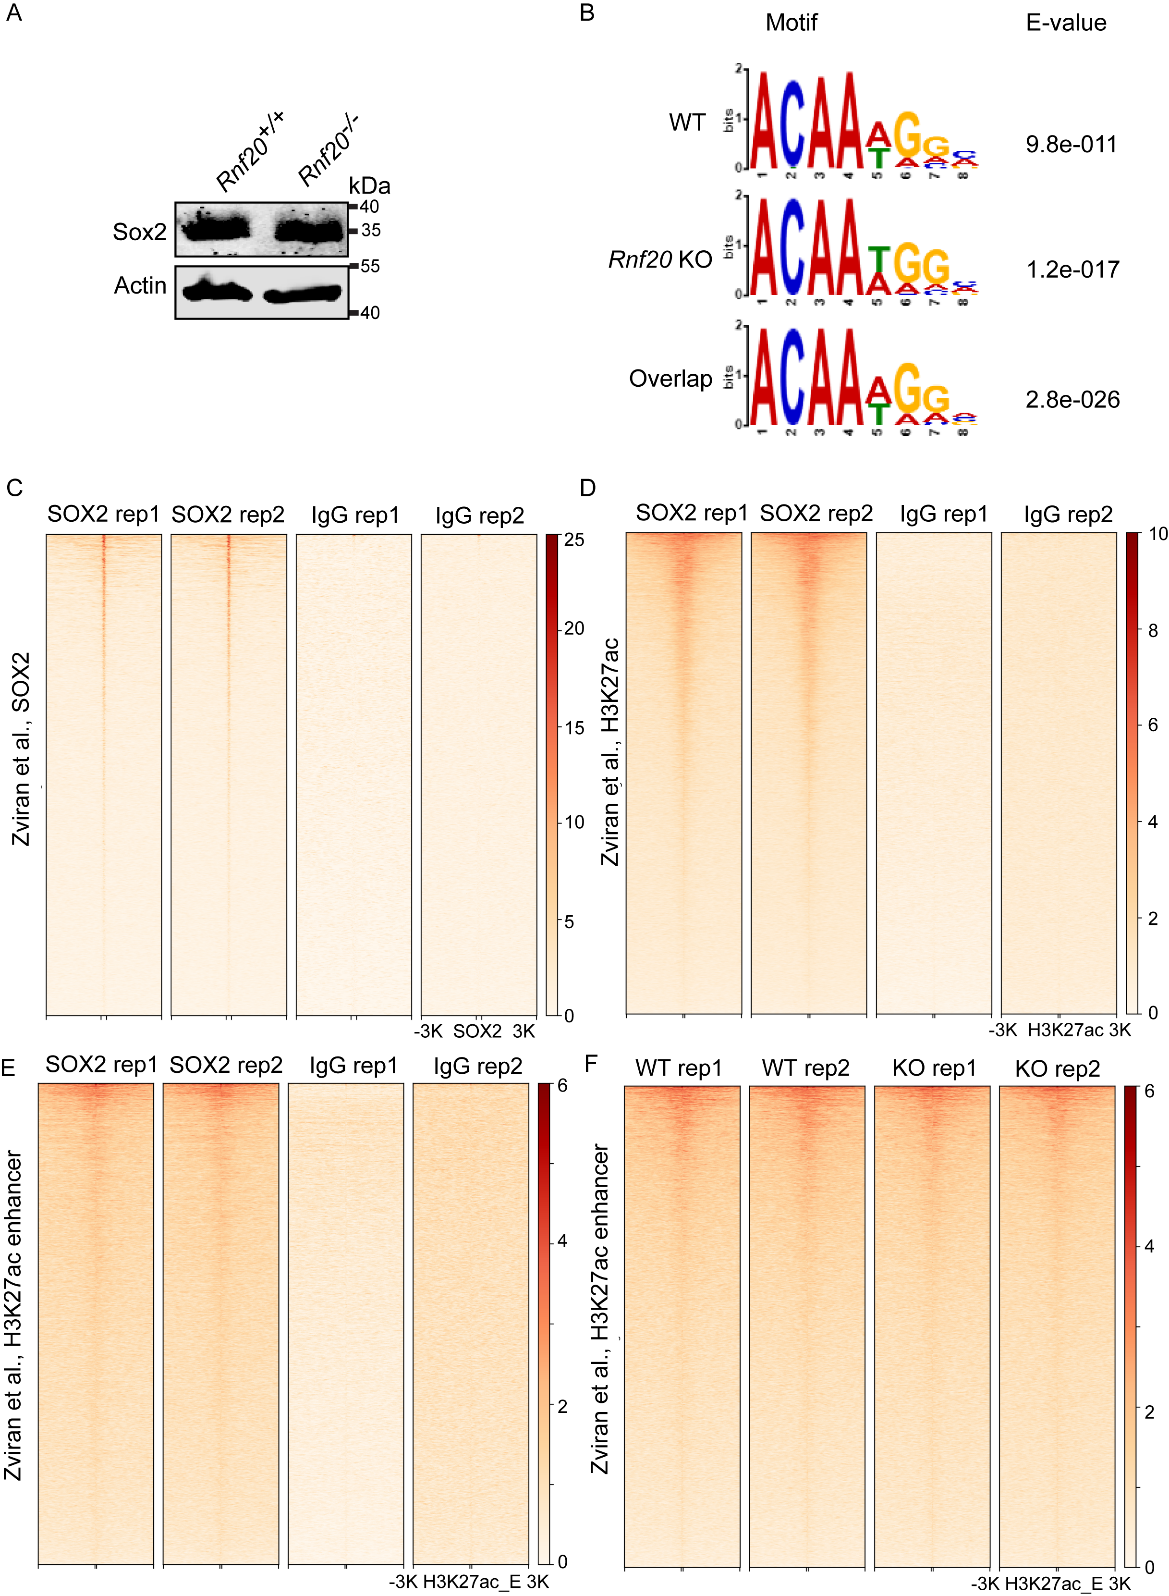

**Figure S3. *Rnf20* knockout has no effects on the recruitment of SOX2 to the enhancer regions.**

(A) The expression of SOX2 in WT and *Rnf20*-knockout reprogrammable cells. Actin served as the loading control.

(B) Motifs identified by MEME in WT and *Rnf20*-knockout reprogrammable cells.

(C) Heatmaps of SOX2 ChIP-seq signal at previously reported SOX2 binding sites.

(D) Heatmaps of SOX2 ChIP-seq signal at H3K27ac binding sites.

(E) Heatmaps of SOX2 ChIP-seq signal at the enhancer region, which previously detected by H3K27ac ChIP-seq.

(F) Heatmaps of SOX2 ChIP-seq signal at the enhancer region in WT and *Rnf20*-knockout reprogrammable cells.

How the deposited data were processed for this re-analysis (not part of the article)

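RNA-seq of 3 WT and 3 Rnf20 knockout cultures of MEF on day 3 of OSKM reprogramming was analysed. Genotype and replicate number were taken from the sample labels and day 3 from the methods of the paper. The other assays of the paper were not analysed here.

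The authors prepared poly(A)-selected strand-specific libraries, sequenced them on an Illumina instrument and aligned the paired-end reads to GRCm38/mm10 with HISAT2. The authors deposited raw counts per gene, which are whole numbers without normalization, and the paper's text does not name the counting program. Gene lengths in bases came with the counts. The authors deposited FPKM values computed with Cufflinks for 12633 genes. Their table also holds the log2 fold change of knockout over WT and an adjusted p-value (FDR) for each gene, by a test that the paper's text does not name. The authors' log2 fold changes and p-values were used only to compare with the values computed here. The counts of 6 per-sample columns that stand beside the FPKM values equal those of the count table and were not used again. Of 16982 genes in the count table 425 are predicted loci, and 16486 were matched by Ensembl identifier to GENCODE release M21 of GRCm38, from which positions, overlapping exons and GC content were taken.

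From the counts, R 4.3.3 and edgeR 4.0.16 were used. Normalization factors were computed by TMM, genes were filtered with filterByExpr at its defaults, which left 13386 genes, and genotypes were compared with the quasi-likelihood test without covariates. P-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.01, an absolute log2 fold change over 1 and a mean FPKM over 1 in WT or in knockout. The methods of the paper give these thresholds, and reading the FPKM threshold as the mean of 1 genotype was a choice made here. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. CPM values use the TMM-normalized library sizes, and log2 CPM values use a pseudocount of 2 counts. The common dispersion was 0.0353.

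Gene sets were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, with the adjustment over 22 sets. These were S-phase and G2/M lists, the lists of Figure 3A and Figure S1A, p53 target genes, fibroblast genes, epithelial genes, integrins, collagens, 9 mouse Reactome pathways distributed with fgsea 1.28.0, and histone genes, taken by symbol (Hist and a digit). The histone set was added after the data were seen. The fibroblast genes had a median log2 fold change of 0.047 (adjusted p = 0.675 from camera) and the collagens of 0.0070 (adjusted p = 0.540). The Reactome pathway of the mitotic cell cycle (374 genes) had a median of -0.28 (adjusted p = 8.95e-08 from camera) and that of S Phase (111 genes) of -0.10 (adjusted p = 0.00106).

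The genes named in the text are Rnf20, Rnf40, the 4 reprogramming factors, every gene of the RNA-seq section, Figure 3A, Figure S1A and the RT-qPCR panels, and the 5 called genes with the largest log2 fold change in each direction whose libraries did not overlap. A result under this rule is not reported here. This rule, the sets other than the histone genes, the tests and most alternatives were fixed before the data were examined. The alternatives were RLE size factors, library size only, DESeq2 1.42.0, edgeR's exact test, other filters on counts and FPKM, an FDR of 0.05, the replicate number as a block, fry, an estimated correlation, and each library left out in turn. Corrections for gene length and GC content (a loess fit with a span of 0.5 for each library), the removal of predicted loci and a term for the presence of 4 Y-linked genes beside the genotype were added after the data were seen.

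Each library held between 20545442 and 21746898 counts, and 3 counts, the floor used for lower bounds of fold changes, equal about 0.142 to 0.143 CPM. PCR duplicates cannot be told apart in these counts, so the floor covers counting error only. The tests were tested on simulated counts drawn with the means, dispersions and sizes of these libraries. Genes were drawn independently of each other, with the same dispersion in every library. The simulation thus holds no correlation between genes and no library set apart like knockout replicate 3. It cannot show how the tests behave under either. Of 197 genes changed by 2 on the log2 scale that passed the filter, the quasi-likelihood test called 86.3%, with 1 unchanged gene called among 13253 genes tested. The exact test called 92.4% with 12 unchanged genes and DESeq2 92.9% with 12. In a set of 57 simulated genes moved by 0.6 on the log2 scale, camera, camera with an estimated correlation and fry each gave an adjusted p under 0.05, and for an unchanged set camera gave 0.991.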

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

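The tests of gene length, GC content, scaling and Rnf20 level, of the macrophage markers and of the histone genes were chosen only after the result was seen, and the histone set and the genes named for knockout replicate 3 were picked after their values were seen.

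The paper does not report on p53 target genes. A list of 21 such genes had a median log2 fold change of 0.90 in knockout cells (0.904 before rounding to 2 decimals), with 21 of 21 higher and 14 at an adjusted p under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes and 17 when adjusted over the list alone (adjusted p of the list 3.50e-20 from camera and 0.00265 from fry). The median was positive in 3 of 3 knockout libraries. With the correlation between genes estimated from the 6 libraries the adjusted p was 0.163. Cdkn1a rose from 465 ± 22.8 to 1291 ± 188 CPM (mean ± SD, n = 3) and Mdm2 from 128 ± 4.55 to 390 ± 66.9. After a correction for gene length the median was 0.905 and after a correction for GC content 0.912, and the lower of the medians under RLE and library-size scaling was 0.842, each past the threshold in camera, so none of these accounts for the rise. A DNA damage response in knockout cells would raise these genes, but so would other triggers of p53. The median of 0.904 is the rise itself, so it cannot tell them apart. The paper reports more micronuclei and more broken chromosomes in Rnf20 knockout MEF, which it reads as DNA damage. Those assays were not of the sequenced cultures and do not show that damage raised the p53 targets here. Exposure to 4-OH tamoxifen or to active Cre recombinase, which the paper's text does not describe for the WT cultures, stays open as untested.

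The histone genes, taken as all genes whose symbol starts with Hist and a digit and not checked one by one for being replication-dependent, are not discussed in the paper. They had a median log2 fold change of 1.12 (1.117 before rounding, adjusted p = 1.06e-07 from camera and 0.0161 from fry), with 22 of 25 tested genes higher and a positive median in 3 of 3 knockout libraries. Under the estimated correlation the adjusted p was 0.292. In 2 of the 25 genes the WT libraries were all at or under the floor, and with those at their bound the median was unchanged. The direction was not uniform, and Hist1h2ap fell by 2.59 on the log2 scale (adjusted p = 0.00518 from edgeR's quasi-likelihood test). Copies of these genes are near-identical, so single genes are uncertain. The CPM summed over all 59 genes in the table were 184, 162 and 201 in WT and 309, 271 and 435 in knockout libraries, and since the lowest knockout sum of 271 lies above every WT sum, a move of reads between copies does not explain the rise of the sum. The medians after corrections for gene length and GC content were 1.129 and 1.129. More cells in S phase would raise the S-phase list, whose median was -1.28. These libraries were made from poly(A)-selected RNA, and most histone transcripts of the cell cycle carry no poly(A) tail, so a change in the ends of histone transcripts may be measured here in place of their amount. That was not tested.

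Saa3 reached 689 CPM in knockout replicate 3, against 0.0951 to 0.475 in WT libraries and 1.67 and 2.42 in knockout replicates 1 and 2. C3, Ccl2, Cxcl1, Il6, Hp and Serpina3n were also highest in that library, for example C3 at 312 CPM against at most 16.5 in the other 5. Hoxa13, Hoxd13 and Eln went the other way, with Eln at 7.48 CPM in knockout replicate 3 against 111 in knockout replicate 2, the next lowest. Over 13386 genes, the differences of knockout replicate 3 from WT correlated with those of the mean of knockout replicates 1 and 2 (Pearson r = 0.765 across genes, which are not independent replicates, slope 1.34). Simulated unchanged libraries that share the WT controls gave a median r of 0.319 and a highest of 0.381.

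Several explanations for the distance of this library were tested. Its total count was 100.033% of the mean of the other 2 knockout libraries, which argues against lower depth. Its Rnf20 level of 16.4 CPM was below theirs, which argues against more cells with an intact Rnf20 gene, such as the MEF feeder layer. The summed CPM of the 4 factors were 1927, above the 1656 and 1436 of knockout replicates 1 and 2, which argues against weaker expression of the factors in it. A list of 16 macrophage markers, each with counts in at least 2 WT libraries too, rose unevenly. The SD over genes of their log2 ratio in knockout replicate 3 over the other 2 was 0.929, with a median of 1.17, against an SD of 0.356 between knockout replicates 1 and 2. Lyz2 reached 159 CPM from 49.1 and 26.4, while Laptm5 stayed at 19.9 against 18.2 and 17.6 and C1qa at 3.71 against 6.11 and 3.80. More macrophages of the same kind would raise these together, so a change in the state of such cells stays open. A batch, an infection or another embryo of origin was not tested, and the sample labels give no condition that sets this library apart.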

How the results depend on the processing

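The tests with corrections for gene length and GC content, without predicted loci, with a term for Y-linked genes and of the histone set were chosen only after the data were seen.

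Between 252 and 333 genes were downregulated and between 169 and 239 upregulated, against 279 and 201, under RLE or library-size scaling, other filters on low counts, the corrections for length and GC content, removal of predicted loci and removal of the FPKM filter. Where FPKM had to be over 1 in all 6 libraries the counts were 210 and 145. DESeq2 called 565 and 417 genes, edgeR's exact test 566 and 409, and an FDR under 0.05 gave 586 and 418. For these the cause was not tested, except that the last relaxes the threshold. Across the 6 fits that each left out 1 library, from 1 to 491 genes were downregulated and from 0 to 300 upregulated, with the lowest counts in the fits without a WT library and the highest in the fit without knockout replicate 3. Fewer libraries lower the power of a fit by construction, which does not account for the gain without knockout replicate 3. That library stood apart from knockout replicates 1 and 2, at a chi-square of 92.4 and 101 per gene, against 8.57 between those. Leaving it out therefore removes spread within the knockout group. Whether this is the whole cause of the gain was not tested.

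With a term for Y-linked genes beside the genotype, 0 genes were downregulated and 1 upregulated, with 1613 lower and 1667 higher at an unadjusted p under 0.05. By construction this fit leaves the genotype to knockout replicate 2 alone.

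With the replicate number as a replicate block, 0 genes were downregulated and 0 upregulated, with 2858 lower and 2694 higher at an unadjusted p under 0.05. The deviations of same-numbered libraries correlated at -0.0656, 0.0366 and 0.0109, so the numbers do not pair the samples. Of the named genes, 22 that had an adjusted p under 0.01 without the block were above it in this fit, Rnf20 included (adjusted p = 0.0168 from edgeR's quasi-likelihood test).

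The called sets kept their direction in every setting run, and all lost their call under an estimated correlation, with the same medians as before: -1.28 for S phase, -1.59 for G2/M, -1.48, -1.43 and -1.70 for the MET-related, cell cycle and pluripotency lists of Figure 3A, -1.60 for the Figure S1A list of MET genes, 0.904 for p53 targets, 0.33 for integrins, 1.12 for histones, -0.28 for Cell Cycle and for its mitotic part, -0.11 for DNA Replication, -0.17 for M Phase, -0.10 for the Reactome S Phase, -0.31 for DNA Repair, 0.19 for extracellular matrix and 0.31 for integrin interactions. The cause was not tested. The EMT genes (0.14) passed the threshold under fry. Cell-cell junction genes ranged from 0.071 to 0.21 with a library left out and passed without knockout replicate 3.

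Of the sets without a call, 3 changed sign. The fibroblast genes turned to -0.013 under library size, the epithelial genes to 0.043 with at least 10 counts in every sample (fewer genes) and from -0.82 to 0.32 with a library left out, and the collagens to -0.054 under library size, -0.075 with the replicate block and from -0.093 to 0.12 with a library left out. Library size alone moved the median of all genes by less than 0.1, to -0.060.

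Of 57 named genes, 5 changed sign in the settings run, the largest of them in size being Tgfb1 at 0.15. Twist1 was -0.046 under library size, and Snai1 was 0.0054 under RLE size factors and 0.0054 under DESeq2. With a library left out, Twist1 ranged from -0.066 to 0.14, Snai1 from -0.088 to 0.083, Rnf40 from -0.068 to 0.057, Tgfb1 from -0.020 to 0.28 and Klf8 from -0.39 to 0.15. DESeq2 moved 15 named genes past an adjusted p of 0.01, the exact test 14 and the fit without knockout replicate 3 moved 23. The fits without each WT library or without knockout replicate 1 or 2 moved 20 or 21 genes back above it. The depth limits low genes such as Epcam and Elf3, which had a low CPM.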

Differences from the paper's values

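The tests and settings named in this part were set before the data were examined. The exception is the removal of predicted loci, which was added after the data were seen.

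The paper's number of downregulated genes is 594, and 279 were called here. Under 4 of the alternatives set before the data were examined the number lay within 1.5 times of the paper's value: 565 with DESeq2's Wald test, 566 with edgeR's exact test, 586 at an FDR under 0.05 and 491 without knockout replicate 3. It did not with RLE size factors, library size only, other filters on counts or FPKM, the replicate block, or any other library left out. For the paper's 243 upregulated genes the number here was 201, within 1.5 times. With DESeq2's Wald test, edgeR's exact test and an FDR under 0.05 it was 417, 409 and 418, more than 1.5 times the paper's value. Of the 4 alternatives, only the fit without knockout replicate 3, with 491 downregulated and 300 upregulated genes, lay within 1.5 times of both.

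The authors' deposited table itself held 614 downregulated and 255 upregulated genes at its thresholds for FDR and fold change, and 594 and 243 once predicted loci were left out. Of the paper's 837 genes in Table S2, 77 had a mean FPKM of 1 or less in both genotypes, and 440 were called here. All 837 had the same direction here. The log2 fold changes computed here correlated with those in the authors' deposited table at Pearson r = 0.99999 over 12631 genes.

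The paper states that Cdh3, Cldn11, Sall1 and Elf3 were downregulated, and here they were lower at adjusted p-values of 0.0244, 0.0663, 0.0433 and 0.0257 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the authors' deposited table, by a test the paper does not name, their FDR is 0.000181, 1.48e-11, 2.41e-07 and 0.00287. The paper also reports lower expression of these genes by RT-qPCR, which was not analysed here. Cdh3, Sall1 and Elf3 had an adjusted p under 0.01 with DESeq2, with edgeR's exact test and without knockout replicate 3, and were called at an FDR under 0.05. Cldn11 had one only without knockout replicate 3. The paper also lists Fras1, Celsr2, Car9, Ccnb1, Aurka, Prx and Atad2 as changed, and these had an adjusted p under 0.01 in the same 3 settings and were called at an FDR under 0.05. Bcl11a did so with DESeq2, without knockout replicate 3 and at an FDR under 0.05, and Fgfr3 and Krt8 only without knockout replicate 3. In the fit without knockout replicate 3 the log2 fold changes of Cdh3, Celsr2, Bcl11a, Fgfr3 and Krt8 were -0.94, -0.89, -0.95, -0.95 and -0.95, short of the fold threshold. Col6a6 had an adjusted p of 0.00559 here and was left out by its FPKM, and it was called with no FPKM filter.

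The paper states that EMT genes were unaffected, and here Cdh2 was higher, with a log2 fold change of 0.63, short of the fold threshold, and an adjusted p of 0.00394 from edgeR's quasi-likelihood test. Its FDR in the authors' deposited table is 0.00551. Fibin, another EMT gene, had a log2 fold change of 1.02 and an adjusted p of 0.0157 here, and it passed both the FDR and the fold threshold with DESeq2 (1.03, adjusted p = 6.71e-05), with edgeR's exact test (1.02, adjusted p = 0.00021) and at an FDR under 0.05. In the fit that left out knockout replicate 3 the adjusted p from edgeR's quasi-likelihood test was under 0.01 for Fibin (0.000584), Fbn1 (6.24e-05) and Zeb1 (0.00246), with log2 fold changes of 0.77, 0.51 and 0.29, short of the fold threshold.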

Other observations

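The tests of direction in knockout replicate 2, with a term for Y-linked genes, of the X-linked genes and of GC content were chosen only after the results were seen, and Esr1 and the genes of the last paragraph were picked after their values were seen.

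Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called genes as the comparison of genotypes, the real one, and the 9 other splits gave 0 called genes each. The real split had 6100 genes at an unadjusted p under 0.05, and the others from 46 to 320. With 10 splits the share cannot fall under 0.1, so this count alone cannot tell the genotype from a fortuitous split.

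With all 6 libraries more genes were downregulated than upregulated. The lowest share of downregulated genes among called genes over TMM, RLE and library-size scaling was 56.7%, which argues against the choice among these scalings as the source of the excess. The excess did not hold in every fit that left out a library. There were 49 downregulated and 61 upregulated genes without knockout replicate 1, 30 and 45 without knockout replicate 2, and 1 and 3 without WT replicate 1. It was also absent among genes with an adjusted p under 0.01 from edgeR's quasi-likelihood test whatever the fold, of which 655 were lower and 667 higher. Of the 480 called genes, 454 were also called after a correction for gene length (94.6%) and 433 after one for GC content (90.2%), which argues against either trend as the whole cause.

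Weaker expression of the reprogramming factors in knockout cells was weighed as a source of the lower genes. If it were the source all 4 factors would be lower, and all 4 had negative log2 fold changes. With all 6 libraries none was at an adjusted p under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, although Klf4 was with DESeq2 (0.000565) and the exact test (0.00616), and of the 4 only the libraries of Klf4 did not overlap between genotypes. By western blot the paper reports unchanged SOX2 protein in knockout reprogrammable cells, which argues against this source for SOX2 and does not cover the other factors. The factor transcripts are lower together with the genotype, so a part played by their level cannot be told apart from the loss of Rnf20 in these libraries. The summed level in knockout replicate 3 was within the range of WT, although its genes differed most from WT.

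The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were at 0 or, for Eif2s3y in knockout replicate 3, at 0.0476 CPM in knockout replicates 1 and 3. They were present in the 3 WT libraries and in knockout replicate 2, for example Ddx3y at 94.4 to 101 in WT and 128 in knockout replicate 2. Female donor embryos would lack these genes and have more RNA from their X-linked partners. Of 4 such partners, 3 were higher in both knockout replicates 1 and 3 than in the other 4 libraries. Eif2s3x stood at 505 and 503 CPM against at most 294. In knockout replicate 1 all 4 were higher than in the 4 libraries with Y-linked genes, with Kdm5c at 347 against at most 237, Kdm6a at 64.8 against at most 40.6 and Ddx3x at 656 against at most 554, as a female donor would give, though this is 1 library. In knockout replicate 3 the partners moved apart. Kdm5c stood at 249.7 and Kdm6a at 40.63 against at most 40.57, and Ddx3x was not higher, so for this library female donor embryos and loss of the Y chromosome in culture cannot be told apart.

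Such a difference in sex lies between genotypes in 2 of 3 knockout libraries, so it was asked whether embryos of different sex account for the called genes. The first test was whether Xist or Y-linked genes differ between the libraries of the genotypes. All 4 Y-linked genes do, as they would if sex played a part. Xist was looked up, but no gene in the count table carries that symbol, so it could not be read. A fit with a term for the presence of Y-linked genes beside the genotype left 0 downregulated genes and 1 upregulated gene, Esr1, with 1613 lower and 1667 higher at an unadjusted p under 0.05. The presence of Y-linked genes was read from the libraries and is not a condition. Such a term leaves the genotype to knockout replicate 2 alone. A term that set knockout replicates 2 and 3 apart instead left 0 and 0, with 1593 lower and 1571 higher at an unadjusted p under 0.05, and one that set knockout replicates 1 and 2 apart gave 1201 and 864. The direction of the called genes was tested after the Y-linked genes. The 71 genes called without knockout replicate 2, Y-linked genes left out, moved the same way in 100% of cases in knockout replicate 2, which has the Y-linked genes. In 100 simulated unchanged libraries the median was 49.3% and the highest 66.2%. This is 1 library and excludes nothing, so sex and the loss of Rnf20 cannot be told apart for the called genes, and other differences between embryos or cultures of the 2 genotypes stay open too.

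Gm10260, Gm6576 and Ifi202b varied between libraries without regard to genotype. Gm10260 held 0, 159 and 71.9 CPM in WT replicates 1 to 3 and 94.2, 104 and 0.0953 in knockout replicates 1 to 3. No explanation was tested for this.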
